# Menthol, a unique urinary volatile compound, is associated with chronic inflammation in interstitial cystitis

**DOI:** 10.1038/s41598-018-29085-3

**Published:** 2018-07-18

**Authors:** Muhammad Shahid, Min Young Lee, Austin Yeon, Eunho Cho, Vikram Sairam, Luis Valdiviez, Sungyong You, Jayoung Kim

## Abstract

Chronic inflammation is a potential systemic risk factor for many bladder dysfunctions, including interstitial cystitis (IC). However, the underlying mechanism through which a healthy bladder protects itself from inflammatory triggers remains unknown. In this study, we identified odor compounds in urine obtained from IC patients and healthy controls. Using comprehensive solid-phase microextraction-gas chromatography-time-of-flight-mass spectrometry (SPME-GC-TOF-MS) profiling and bioinformatics, we found that levels of urinary volatile metabolites, such as menthol, were significantly reduced in IC patients, compared to healthy controls. In an attempt to understand the mechanistic meaning of our volatile metabolites data and the role of menthol in the immune system, we performed two independent experiments: (a) cytokine profiling, and (b) DNA microarray. Our findings suggest that lipopolysaccharide (LPS)-stimulated inflammatory events, such as the production and secretion of inflammatory cytokines (e.g., TNF-α, IL-6, and IL-1β) and the activation of NF-κB and associated proteins within a large signaling network (e.g., Akt, TLR1, TNFAIP3, and NF-κB), are suppressed by the presence of menthol. These findings broaden our knowledge on the role of urinary menthol in suppressing inflammatory events and provide potential new strategies for alleviating both the odor and inflammation associated with IC.

## Introduction

Interstitial cystitis (IC) is a clinical condition that presents itself as sensory hypersensitivity of unknown cause and is characterized by frequent urination, bladder discomfort, and pelvic pain^1^. IC occurs in both women and men over a broad age range and across ethnic/racial groups^2^. In the United States, more than 3–8 million women and 1–4 million men are diagnosed with IC annually^3^. The prevalence estimates of IC vary substantially because of differences in source populations and case ascertainment^4^. Current diagnostic techniques include cystoscopy, potassium sensitivity tests, hydrodistension *et al*. However, these procedures are not only invasive, painful, and inconvenient, but also extremely costly, complicated, and minimally informative. In addition to these complications with diagnosis, the lack of consensus regarding the cause of IC has resulted in difficulties determining effective and specific therapies.

Although there has been immense progress in the fields of genomics and proteomics, further research into the biological end points of human diseases is needed for improved disease diagnosis, prognosis, and therapeutic development. In recent years, metabolomic profiling, also known as metabolomics, has been viewed as a promising technique in disease diagnosis. Metabolomics focuses on utilizing and analyzing metabolites and biomarkers as signals for cellular states. These biological biomarkers have been used to understand the metabolic changes that occur over time in a variety of diseases^5^. In particular, clinical samples, such as tissues and biofluids (e.g. serum, plasma, urine, and saliva), have proven to be valuable sources for diagnostic purposes. For instance, human plasma proteins originate from a variety of cells and various medical studies have shown that these proteins reflect human physiological and pathological states. Therefore, they can potentially be utilized to increase diagnostic efficiency and prognostic efficacy^6^. Other biological fluids have been quantitatively determined in regards to their metabolic composition through procedures such as gas chromatography, high-pressure liquid chromatography, mass spectrometry.

Urine contains a multitude of water-soluble waste products filtered through the kidneys and eliminated from the body via micturition. It contains many metabolites, such as urea (from amino acid metabolism), inorganic salts (chloride, sodium, and potassium), creatinine, ammonia, organic acids, water-soluble toxins, and urobilin. While this complexity can make urine analysis difficult, the potential information that can result will be very beneficial, and progress in the field has been promising. Additionally, collection of urine is simpler and provides a relatively larger volume of sample compared to other biological fluids.

Odor consists of various volatile organic chemical compounds (VOCs), which can be identified through mass spectrometry. Compared to other organic compounds, VOCs generally have a lower molecular weight and higher vapor pressure. Many prior studies have applied VOCs into cancer research. For cancer detection, there have been several studies on using gas chromatography-mass spectrometry (GC-MS) to detect certain odor compounds in skin, tissue, breath, feces, and bodily fluids, such as sweat and urine^7–9^. VOCs can also be used to assist in the diagnosis of lung and prostate cancer^10^. Electronic noses capable of detecting odor signatures have been developed and successfully applied in discriminating prostate cancer patients from healthy controls^9,11^. In terms of IC, perturbed VOCs may underlie the commonly reported changes in urine odor. IC is known to negatively impact overall quality of life through its effects on urinary odor and leakage; many patients often report foul smelling urine^12^. Given our previous findings that IC patients may have a distinct metabolism^13,14^, we hypothesized that urine from IC patients might contain a distinguishing VOC signature that is reflective of disease conditions.

In our present volatile metabolomics study, we tested the hypothesis that urinary VOCs differ between IC patients and healthy controls. Using urinary samples from the urine headspace of IC patients and healthy controls. We extracted VOCs via solid-phase micro-extraction and analyzed them using GC-MS. The aim of this study was to identify IC-associated VOCs and further examine their biological meaning in the bladder epithelium. From our comprehensive and unbiased metabolomics analysis, we found menthol to be a novel compound involved in IC-associated inflammation. We discovered that urinary menthol decreased in IC patients and that these reduced levels are potentially linked to the chronic inflammation commonly observed in IC.

## Materials and Methods

### Cell Line

The mouse macrophage cell line, RAW 264.7, was obtained from Sigma Cells (St. Louis, MO, USA) and was cultured in Dulbecco’s Modified Eagle Medium (DMEM) supplemented with 10% fetal bovine serum (FBS). The cells were kept in humidified incubators with 5% CO_2_ at 37 °C. The medium was replaced every day and the cells were passed every two to three days to maintain logarithmic growth.

### Reagents

Menthol and bacterial lipopolysaccharide (LPS) (*Escherichia coli*, 0111: B4) were purchased from Sigma (USA). Mass spectrometry grade reagents (column, buffer *et al*.) were all purchased from Sigma (USA). The Mouse Proteome Profiler Array was purchased from R&D Systems (USA). The antibodies used were CCL3 (ab25128, Abcam, USA), IL-6 (12912; Cell Signaling Technology, USA), TNF-α (11948S; Cell Signaling Technology, USA), p-NF-κB (3033; Cell Signaling Technology, USA), NF-κB (8242; Cell Signaling Technology, USA), p-Akt (4051; Cell Signaling Technology, USA), Akt (9272; Cell Signaling Technology, USA), TLR1(2209; Cell Signaling Technology, USA), TNFAIP3 (5630; Cell Signaling Technology, USA), IFIT1 (14769; Cell Signaling Technology, USA), viperin (13996; Cell Signaling Technology, USA), IL-1β (AF-401-NA, R&D Systems, USA), and β-actin (A1978; Sigma-Aldrich, USA). HRP-conjugated secondary antibodies were obtained from Cell Signaling Technologies (7074, 7076; USA).

### Ethics Statements

The ethics committee at Inha University Hospital (Incheon, South Korea) approved this study. Written informed consent was obtained from all subjects. The Institutional Review Board of Inha University Hospital approved collection, curation, and analysis of all samples (IRB #10-0751)^13,14^. All methods were performed in accordance with the relevant guidelines and regulations.

### Subjects and Urine Specimen Collection

Patients and healthy control subjects were recruited from an outpatient urology clinic at Inha University Hospital. All subjects were Asian females. Subjects were instructed to avoid tobacco, nicotine, chemical compounds, alcohol, herbal foods, caffeine, and medication 24 hrs before their urine collection. Recruitment was conducted following the National Institute of Diabetes and Digestive and Kidney Diseases (NIDDK) guidelines. Workup included symptom assessment, cystoscopic evaluation, physical examination, urodynamics, and/or urine culture. Patients with a history of other diseases, including cancer, chronic inflammation, or diabetes, were excluded.

To minimize possible contamination with vaginal, rectal, or urethral cells, first morning urine specimens were obtained using clean catch methods in a sterile environment. The de-identified specimens were sent to laboratory and centrifuged for 10 mins to remove cell debris. Urine supernatants were then processed into individual aliquots and stored in 15 ml tubes at −80 °C until further analysis.

### Availability of data and materials

All the data supporting the findings here is contained within the manuscript.

## Volatile Metabolomics

### Sample preparation

Metabolomics analysis was performed using urine samples obtained from IC diagnosed (n = 10) and healthy age-matched controls (n = 10). Urine samples were prepared in triplicates in 20 ml amber headspace vials with magnetic screw caps and silicone/PTFE septa. Urine samples (10 ml) were added to a vial containing 2.5 g of sodium chloride that had been dried at 100–150 °C for at least 2 hrs prior to weighing. The solution was capped, vortexed, and loaded onto an autosampler tray. No more than 18 samples were prepared at a time; this was done to minimize the length of time the last sample in the batch sat at ambient laboratory temperature prior to extraction and analysis. Quality control experiments were performed as described in a previous paper^15^.

### Solid-phase microextraction (SPME) and GC-TOF-MS analysis

A LECO Pegasus III Time-of-Flight Mass Spectrometer (LECO, St. Joseph, MI, USA) equipped with an Agilent 6890 Gas Chromatograph (Agilent Technologies, Santa Clara, CA, USA) was used for analysis. ChromaTOF (ver. 4.50.8.0, LECO) was used for raw data processing, including automatic peak detection and deconvolution, as described in a previous paper^15^.

### Urine GC-MS data pre-processing

We performed data cleaning and pre-processing using Excel and R Studio^15^. A two-way analysis of variance comparing the first and last four samples did not show any differences in false discovery rate (FDR) corrected significance levels for peak abundances.

### Differential expression analysis for volatile metabolite profiles

To identify differentially expressed metabolites between the urines of IC patients and controls, we applied the integrative hypothesis testing method^16^. The t-test, log2-median-ratio test, and Wilcoxon rank sum test were also performed. For the t-test and log2-median-ratio test, an empirical distribution of the null hypothesis (the means of the metabolite intensity levels are not different) was estimated using random permutations of the samples. For each metabolite, an p-value was computed by performing a two-tailed test on the empirical distributions. The three p-values were combined using Stouffer’s method to compute the adjusted p-values. The FDR was computed from the adjusted p-value using Storey’s method^17^. We identified 12 metabolites with a FDR < 0.1.

### Western blot analysis

Cells were lysed with a RIPA buffer (20 mM Tris, 150 mM NaCl, 1% Nonidet, P-40, 0.1 mM EDTA) (Pierce, ThermoFisher) that was supplemented with a phosphatase inhibitor cocktail (ThermoFisher). The protein concentration of each sample was measured using the Bradford Protein Assay Kit, according to the manufacturer’s protocol (Pierce, ThermoFisher). Equal amounts of extracts were separated by SDS-PAGE and transferred onto a PVDF membrane. The membranes were then blocked with 5% bovine serum albumin or 5% nonfat milk in tris-buffered saline with tween 20 (TBST) [2.42 g/L Tris-HCl, 8 g/L NaCl, and 1 mL/L Tween 20 (pH 7.6)] and incubated overnight at 4 °C with specific primary antibodies in TBST. Following this first incubation, the membranes were washed and incubated again with horseradish peroxidase-conjugated secondary antibodies. β-actin was used as an internal control.

### Cytokine array

Cell lysates and conditioned media were collected and analyzed using a cytokine array from R&D Systems (USA). They were then diluted and mixed with a cocktail of biotinylated detection antibodies. The sample/antibody mixture was then incubated with the mouse cytokine array membrane. Any cytokine or detection antibody complex was bound to its cognate immobilized capture-antibody on the membrane. Following a wash to remove unbound material, streptavidin-HRP and chemiluminescent detection reagents were added sequentially. Light was produced at each spot in proportion to the amount of cytokine bound. For data quantification ImageJ was used.

### RNA preparation for DNA microarray analysis

Total RNA was extracted from RAW 264.7 macrophage cells that were treated with LPS and/or menthol, using a Qiagen RNEasy Mini Kit (Qiagen Inc., Valencia, CA, USA). The RNA concentration of the samples and quality controls was measured using the Bioanalyzer 2100 and Nanodrop 8000a (ThermoScientific, Willmington, DE, USA).

### Microarrays and data analysis

Total RNA (200 ng) was transcribed to double-stranded cRNA using the MessageAmp Primer RNA Amplification Kit (Life Technologies, Carlsbad, CA, USA) with an oligo(dT) primer, according to the manufacturer’s instructions. After fragmentation, 11 µg of biotin-labeled cRNA was hybridized for 16 hrs at 45 °C on the Affymetrix Mouse Genome 430 Plus 2.0 Array (Affymetrix, Santa Clara, CA, USA). GeneChips were then washed and stained in the Affymetrix Fluidics Station 450 and scanned using the Affymetrix GeneChip Scanner 3000 G7 (Affymetrix). Quality control was performed with the Affymetrix Expression Console software (Affymetrix version 1.3). The raw data was normalized using the gcrma package (version 2.10.0) in R 2.6.1. The log2 GC-RMA signals were then exported and used for differential expression analysis. Both the CEL files and normalized data discussed here are deposited and available at Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo/) under the accession number GSE98933.

To identify differentially expressed genes (DEGs), we used a two-tailed Welch’s t-test. DEGs were identified as genes with a p-value < 0.05 and fold-change ≥1.5. In order to reduce unreliable detection and false positives, probe sets with average expression levels higher than the average of all probe sets in the data were also considered for further analysis. To identify biological processes affected by LPS or menthol, we performed functional enrichment analysis of Gene Ontology Biological Processes (GOBPs) using DAVID^18^. Those with p-values < 0.05 and DEGs ≥3 were selected as significantly represented GOBPs.

### Statistical analysis

The mean of more than three replicates was used as the average. For simple comparisons, p-values were calculated using a standard unpaired Student’s t-test. Statistical significance was considered as p < 0.05.

## Results

### Volatile metabolomics profiling revealed that menthol levels are significantly reduced in the urine specimens of IC patients

We sought to determine the VOC composition of urine in IC and healthy patients by performing volatile metabolite profiling using SPME-GC-TOF-MS. We used fatty acid methyl esters (FAMEs) as internal standards for quality control (including in injections) and for retention index corrections. The method used for untargeted profiling was based on the method developed by Robinson^19^, with some added modifications (see materials and methods). The ChromaTOF software was used for automatic peak detection and deconvolution of the raw data. After data cleaning and pre-processing, a total of 113 peaks were identified. Quality assessment of these quantification results was done after quantile normalization^20^ (Supplementary Fig. 1). Peak intensities were summed for all identified metabolites (mTIC). Each peak was then normalized to the sample’s total volatile metabolome.

We then investigated the association of these peaks with known metabolic pathways. To do this, we first selected 47 peaks that were annotated with a CAS registry number and then identified 26 peaks that can be mapped to at least one Kyoto Encyclopedia of Genes and Genomes (KEGG) compound ID. Using the DAVID software^18^, we found that 26 metabolites were associated with 26 pathways (Fig. 1). We next performed differential analysis to identify which metabolites were significantly altered between IC patients and healthy controls. The analysis included 76 peaks, with quantification of more than half of the samples in each condition. This resulted in 12 peaks that were identified with a FDR <0.1 (Table 1). The FDR was calculated using the integrated hypothesis testing method (see materials and methods)^16^. Among them, menthol (CAS RN: 89-78-1) was identified to be significantly different, with a FDR of 0.024 and log2 fold-change of −0.1.467. We observed only authentic VOCs, not chemicals or metabolites that could come from degradation processes.

**Figure 1:**
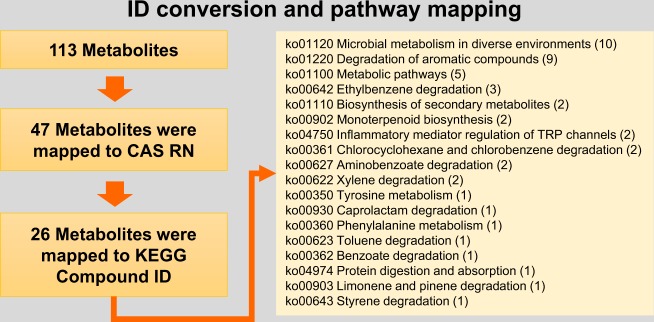
The analysis workflow of volatile metabolome identification, conversion to KEGG IDs, and pathway mapping.

**Table 1:** Differentially expressed metabolites in urine specimens obtained from IC patients compared to health controls (FDR < 0.1).

Name	CAS Registry Number	KEGG	Retention Time	FDR	FC	SD
Benzaldehyde,3,5-dimethyl-	5779-95-3	NA	540.902	0.005	5.246	3.261
**Cyclohexanol, 5-methyl-2-(1-methylthyl)-, (1a,2a,5a)-(n)-**	**89-78-1**	**C00400**	**520.734**	**0.024**	**−1.467**	**1.381**
t-Butyl ethyl ether2	1634-04-4	C11344	228.028	0.026	−0.539	0.597
yy054	NA	NA	526.908	0.027	−1.092	0.767
yy088	NA	NA	773.515	0.046	0.332	0.278
yy003	NA	NA	193.042	0.049	−0.574	1.109
Benzene, (1-methyl-1-butenyl)-	53172-84-2	NA	527.026	0.053	−0.974	0.737
yy032	NA	NA	455.642	0.063	0.383	0.372
2-Pentanone	107-87-9	C01949	295.78	0.074	−0.718	1.006
yy082	NA	NA	708.541	0.085	0.429	0.671
Benzene, (2-isothiocyanatoethyl)-	2257-09-2	NA	643.92	0.092	1.445	1.298
yy010	NA	NA	366.443	0.096	0.770	0.995

Menthol (KEGG compound ID: C00400) was expressed less in IC patients, compared to controls. The CAS registry numbers of the identified metabolites were mapped to their KEGG compound IDs. The FDR indicates the false discovery rate, which was computed using Storey’s method. FC is log2 fold change between IC and control. SD represents standard deviation. Positive and negative FC values indicate up- and downregulation of the metabolite in IC urine, compared to control (NA meaning not available).

Given our results demonstrating reduced menthol levels in the urine of IC patients and prior knowledge from literature, we speculated that menthol may be influencing bladder health. We hypothesized that the urine of IC patients contains reduced levels of anti-inflammatory metabolites, particularly menthol, which leads to an increase in IC-associated cytokines. To test this hypothesis, we sought to evaluate whether the anti-inflammatory effects of menthol could suppress LPS-induced inflammatory events in immune cells. We decided to use two independent approaches: (i) mesoscale cytokine profiling, and (ii) gene expression microarray analysis.

In order to characterize the effects of menthol on macrophages, comprehensive microarray analysis was conducted on RAW 264.7 cells under various conditions. 

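The arrays were 8 Affymetrix mouse genome arrays, 2 for each of 4 groups of a mouse macrophage line. The groups were control (C), menthol (M), LPS, and menthol followed by LPS (LPS+M). Menthol was given for 1 h, and LPS at 100 ng/ml followed for 6 h in the LPS and LPS+M groups. No harvest time is given for the control and M groups, so the time after menthol may differ between M and LPS+M. Comparisons of LPS or LPS+M with control or M may likewise include a difference in time. The sample labels give no dose of menthol, and the paper's dose in the legend of Fig. 7A is 500 μmol/mL. The labels call the 2 arrays of a group biological replicates and do not say whether they came from separate cultures. The p-values therefore measure only the spread between these arrays, which may be technical, and the number of arrays limits the precision. The authors extracted, amplified and biotin-labelled the RNA, and the deposited values are log2 signals made with GC-RMA 2.10.0 in R 2.6.1. This method corrects the background by the GC content of the probes, gives all arrays the same distribution and summarises the probes of each probe set. The values were used as deposited. Of the probe sets, 34945 carry 1 gene symbol, 932 carry several, 9160 carry none and 64 are Affymetrix controls. Each of 18193 genes was represented by its probe set with the highest mean, and the 8908 genes whose mean lay above 4.84, the average of all probe sets, were tested. The methods also keep probe sets above the average. The methods' t-test, where given below, was run on the same 1 probe set for each gene, while the methods name probe sets. All 8 arrays were fitted together with limma 3.58.1. A gene was called changed at a Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 1.5, and every other gene is given as not called. Values after ± are standard errors of the log2 fold change from this fit. An exact permutation test of 2 arrays against 2 cannot give a two-sided p below 0.333 and was not used for single genes. Groups of genes were fixed as lists in advance, and the lists with at least 5 tested genes were compared with all other genes by camera, a test of limma, at a preset correlation between genes of 0.01. The medians of the 8 arrays lay between 2.99 and 3.04 on the log2 scale. The correlation between the 2 arrays of a group was 0.996 to 0.998 across probe sets, which are not independent replicates. The first principal component held 48.3% of the variance and separated the arrays with LPS from those without. The second held 36.9% and separated the arrays with menthol from those without.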

Cells were treated with menthol or control vehicle for 1 hr. The macrophages were then stimulated with LPS treatment (100 ng/ml) for the following 6 hrs. Three groups of gene expression profiles were defined: control vs menthol (C vs M), control vs LPS (C vs LPS), and menthol vs LPS (M vs LPS).

### Cytokine profiling revealed that menthol downregulated the LPS-induced production of inflammatory cytokines in RAW 264.7 macrophages

An inflammatory cytokine array was used to identify the specific cytokines that were produced and secreted into the surrounding medium by the RAW 264.7 cells. To determine whether the presence of menthol affects the production and release of cytokines, RAW 264.7 cells were pretreated with menthol (500 µmol/ml) or control for 1 hr and then induced with LPS (100 ng/ml) for 6 hrs. The expression of each inflammatory cytokine was subsequently measured. The cytokine profiling data showed that a series of cytokines, including C-C motif chemokine ligand 3 (CCL3), C-X-C motif chemokine ligand 10 (CXCL10), and tumor necrosis factor alpha (TNF-α), were induced by LPS (Fig. 2A, LPS condition).

**Figure 2:**
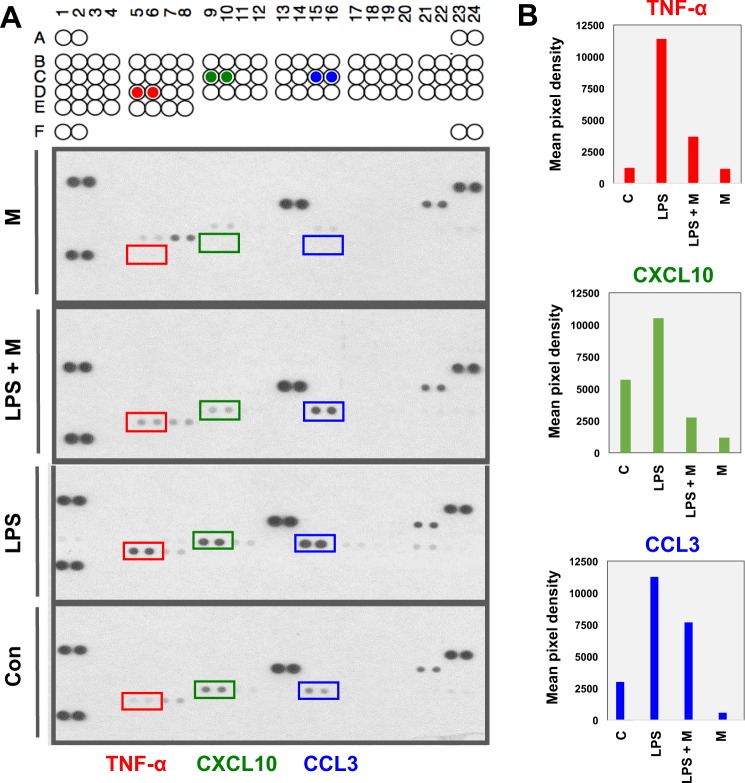
Reduced production of LPS-induced inflammatory cytokines by menthol in RAW 264.7 cells (cell lysates) (**A**) Inflammatory cytokine array analysis of CCL3, CXCL10 and TNF-α. The expression of these inflammatory cytokines is highly induced by LPS, but downregulated by menthol. (**B**) Quantification of array band intensity of CCL3, CXCL10 and TNF-α with ImageJ-analysis software.

Compared to treatment with LPS alone, the addition of menthol significantly downregulated the production and secretion of these cytokines (Fig. 2A, LPS+M compared to LPS). ImageJ analysis software was used to measure of the values of the scan dots, according to their intensity on the cytokine array panel (Fig. 2B). These results suggested that menthol is involved in downregulating the production of LPS-induced inflammatory cytokines.

We also carried out the inflammatory cytokine array to identify which cytokines were secreted into the RAW 264.7 cell culture media. We detected increased secretion of inflammatory cytokines, including interleukin 1β (IL-1β), interleukin 6 (IL-6), C-C motif chemokine ligand 5 (CCL5), C-C motif chemokine ligand 12 (CCL12), and granulocyte colony stimulating factor (G-CSF), in the LPS-treated condition (Fig. 3A). We also found that pretreatment with menthol significantly downregulated the secretion of these cytokines, compared to LPS alone (Fig. 3A, LPS+M compared to LPS). The dot intensities of each inflammatory cytokine were quantified using ImageJ software, as described in the Methods (Fig. 3B).

**Figure 3:**
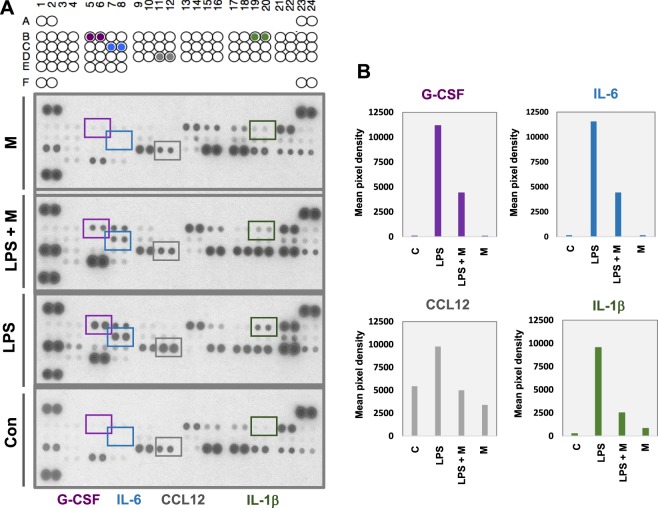
Decreased secretion of LPS-induced inflammatory cytokines by menthol in RAW 264.7 cells (conditioned media) (**A**) Inflammatory cytokine array analysis of IL-1β, IL-6, CCL5, CCL12 and G-CSF. The expression of these inflammatory cytokines is highly induced by LPS, but downregulated by menthol. (**B**) Quantification of array band intensity of IL-1β, IL-6, IL-1 and G-CSF with imageJ-analysis software.

The cytokine profile array results were independently tested again with western blot analysis. The RAW 264.7 cells used for this analysis underwent the same LPS and menthol treatment as the ones used for the cytokine arrays. Western blot data revealed that cells pre-treated with menthol had significantly reduced expression of TNF-α, CCL3, IL-6, and IL-1β (Fig. 4A). We next decided to use western blot analysis to examine if the effects of menthol were dose-dependent. RAW 264.7 cells were first pretreated with LPS (100 ng/ml) or control for 3 hrs. They were then incubated with varying concentrations of menthol (50, 100, 500 µmol/ml) for 6 hrs. Our results validated that menthol did indeed affect macrophages in a dose-dependent manner (Fig. 4B).

**Figure 4:**
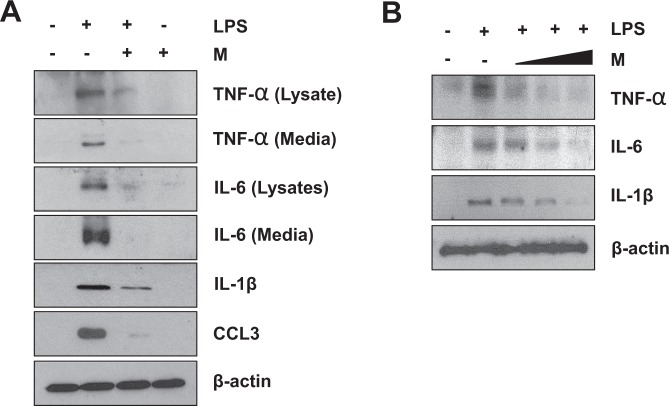
Menthol inhibits LPS-induced cytokine production in RAW 264.7 cells. (**A**) RAW 264.7 cells were pretreated with menthol, followed by stimulation with LPS for 6 hrs. Expression level of TNF-α, IL-6, IL-1β and CCL3 were induced by LPS and reduced in LPS+M compared to LPS. (**B**) Pretreatment of LPS (100 ng/mL) or control for 3 hrs and followed by induction with different concentration of menthol (50, 100 and 500 μmol/mL) for 6 hrs. Expression level of TNF-α, IL-6 and IL-1β were reduced by menthol treatment in a dose-dependent manner. β-actin was used as a loading control for western blot analysis.

### Gene expression altered by menthol treatment

Further analysis using nucleotide microarrays validated our previous results showing that menthol mitigates LPS-induced inflammation in RAW 264.7 macrophage cells. 

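In LPS+M compared to LPS, interferon-stimulated genes and chemokine genes were downregulated as groups, whereas Cd83 and Cd86, surface molecules of activated macrophages, were upregulated (n = 2 arrays per group). Of 27 interferon-stimulated genes, which macrophages induce through secreted type I interferon, 14 fell and none rose, with the same counts when adjusted over the list alone, and their median log2 fold change was -0.61 (camera adjusted p = 1.14e-11). This list gave adjusted p = 0.0591 with an estimated correlation, and a median of -0.36 with no filter. The interferon-induced genes Rtp4, Usp18 and Cmpk2 fell by 2.28 ± 0.16, fell by 2.24 ± 0.15 and fell by 1.74 ± 0.19 on the log2 scale. Rtp4 had -1.13 and Cmpk2 -0.87 with the mean of all probe sets, both called. Of 10 chemokine genes, 6 fell and none rose, also when adjusted over the list alone, with a median of -0.63 (camera adjusted p = 6.65e-06, and adjusted p = 0.13 with an estimated correlation), and of -0.15 with no filter. Chemokine genes that fell, among them Ccl2, Ccl3, Ccl4 and Ccl12, were also chosen by the study on the same arrays. The result of this list is therefore not independent evidence. Saa3, which encodes an acute-phase serum amyloid A protein, fell by 1.56 ± 0.11. Acod1, which encodes the enzyme that makes itaconate, had a log2 fold change of -0.35 ± 0.12 (adjusted p = 0.0702), and Ptgs2, which encodes cyclooxygenase-2, had -0.37 ± 0.13 (adjusted p = 0.0661). Neither was called, and Ptgs2 had 0.02 with the mean of its probe sets and -0.19 without the first LPS+M array. Of 12 genes of antigen presentation and costimulation, 3 rose, 1 fell and 8 were not called, with the same counts when adjusted over the list alone, and their median was 0.04 (camera adjusted p = 0.355), and 0.07 and 0.01 without the first and the second LPS array. Among them, Cd83 rose by 3.22 ± 0.17 and Cd86, a ligand that costimulates T cells, rose by 1.25 ± 0.07. Of 9 genes of prostaglandin, nitric oxide and superoxide synthesis and signaling, 1 rose, 1 fell and 7 were not called, also when adjusted over the list alone, with a median of -0.18 (camera adjusted p = 0.117), and of 0.0018 with no filter. Both encode receptors of prostaglandin E2: Ptger2 rose by 1.60 ± 0.08 and Ptger4 fell by 1.36 ± 0.07. Over all 8908 genes, 376 were upregulated and 222 were downregulated by limma. When each array was shifted to the same median, 329 genes were higher and 259 lower. In simulated data with 8908 genes, camera called all 100 lists of 15 genes that were shifted by 0.5 in this comparison, and also 16 of 100 lists that were not shifted.

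**Figure D1:**
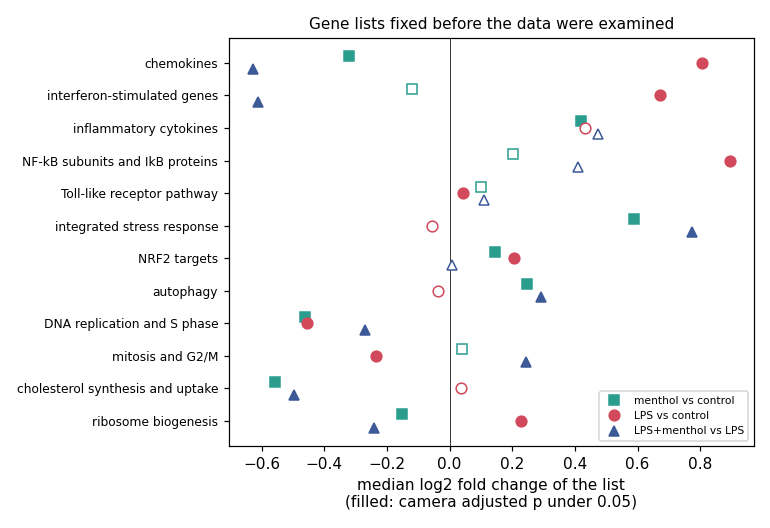
Median log2 fold change (x axis) of 12 gene lists in M compared to control, LPS compared to control and LPS+M compared to LPS, with filled symbols where the camera adjusted p was under 0.05. The interferon-stimulated genes lie above 0 in LPS compared to control and at -0.61 in LPS+M compared to LPS.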

Genes that were considered to be differentially expressed in C vs M, C vs LPS, and M vs LPS were selected, if they had a fold change >1.5 and p-value < 0.05. Figure 5A shows the number of upregulated and downregulated genes in each of the different groups. 

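In M compared to control, 268 genes rose and 137 fell out of 8908 tested (n = 2 arrays per group). The largest rises, with 1 probe set for each gene, were in Slc7a11, which encodes the cystine transporter subunit xCT, at a log2 fold change of 2.99 ± 0.12 (adjusted p = 2.66e-05), and in Ddit4, a stress-induced inhibitor of mTORC1, at 2.42 ± 0.09 (adjusted p = 2.66e-05). With the mean of all probe sets Slc7a11 had 1.50, below Ddit4 at 2.42. Klf2, a transcription factor that restrains macrophage activation, fell by 2.25 ± 0.18 (adjusted p = 0.000359), and Maf, a macrophage transcription factor, fell by 1.46 ± 0.11 (adjusted p = 0.000359). When each array was shifted to the same median, 213 genes were higher and 186 lower in M compared to control. In LPS compared to control, 282 genes rose and 264 fell. Gbp2b, an interferon-inducible GTPase, rose by 3.71 ± 0.11 (adjusted p = 1.57e-06) and Pstpip2, a regulator of the macrophage cytoskeleton, by 3.58 ± 0.19 (adjusted p = 1.57e-05). Il18rap, a subunit of the interleukin-18 receptor, fell by 2.22 ± 0.26 (adjusted p = 0.000934), and St6gal1, a sialyltransferase, fell by 2.01 ± 0.14 (adjusted p = 6.8e-05). Pstpip2 had 2.12 and Il18rap -1.41 with the mean of all probe sets, and St6gal1 fell by 1.00, all called. With the methods' t-test, Il18rap and St6gal1 were not called, nor was Klf2 in M compared to control. In LPS compared to M, 409 genes rose and 597 fell, and when each array was shifted to the same median 474 were higher and 495 lower. The largest fall, with 1 probe set for each gene, was in Cytip, which encodes a regulator of leukocyte adhesion and fell by 3.82 ± 0.08. It was 1.94 ± 0.08 in M and -1.88 ± 0.08 in LPS, each compared to control. Ddit4 was -3.15 ± 0.09 in LPS compared to M, and with the mean of all probe sets Cytip had -2.50, a smaller fall, and 1.23 in M compared to control. In simulated data with 8908 genes, of which 200 were changed 2-fold, limma called 191 of them in the right direction for M compared to control, 196 for LPS compared to control and 196 for LPS compared to M. It also called 5, 2 and 3 of the unchanged genes.

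**Figure D2:**
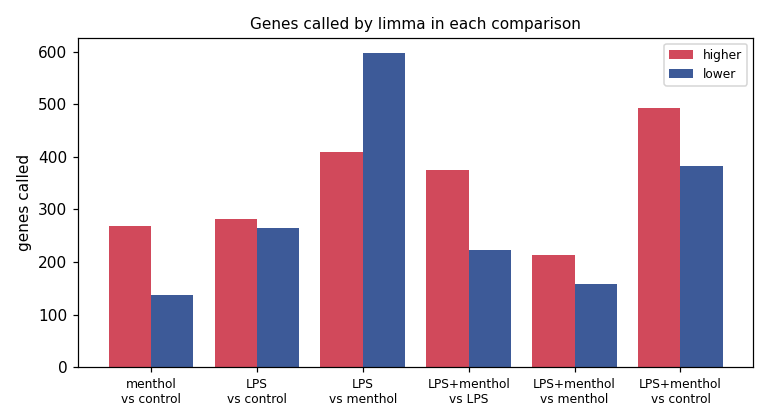
Number of genes called higher and lower (y axis) in each of 6 comparisons between the 4 groups. The comparison of LPS with M has 409 higher and 597 lower genes.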

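Trem1, a receptor that amplifies inflammatory responses of myeloid cells, and Tes, which encodes the focal adhesion protein testin, were upregulated in M compared to control (n = 2 arrays per group). Trem1 rose by 1.22 ± 0.09 on the log2 scale (adjusted p = 0.000194), and in LPS+M compared to LPS it rose by 0.91 ± 0.09. Another Trem1 probe set tested by itself had 1.46 and 2.01 in these comparisons. Tes rose by 0.65 ± 0.09 (adjusted p = 0.00328), and with the mean of all its probe sets it had 0.53 and was not called. The MBP1 of Fig. 5B was not analysed here. With LPS compared to control, Cd40, a costimulatory receptor of antigen-presenting cells, rose by 3.33 ± 0.11 (adjusted p = 2.21e-06). Cd52, a glycoprotein of the leukocyte surface, rose by 0.61 ± 0.08 (adjusted p = 0.00165), and without the second control array it had 0.58 and was not called. Mrpl52, a mitochondrial ribosomal protein and the gene read here for MRP152 of Fig. 5B, rose by 0.65 ± 0.07 in LPS compared to control (adjusted p = 0.000638) and by 0.67 ± 0.07 in LPS compared to M (adjusted p = 0.000308). With the mean of its probe sets the former value was 0.57 and was not called. Septin11, a cytoskeletal GTPase, had 0.39 ± 0.07 in LPS compared to control (adjusted p = 0.00685) and 0.38 ± 0.07 in LPS compared to M (adjusted p = 0.00416), both under the 1.5-fold minimum. When every probe set was tested by itself, a Septin11 probe set was called at 0.89 and 0.99. The kinase gene Riok3 rose by 0.61 ± 0.10 in LPS compared to M (adjusted p = 0.0026), and with the mean of its probe sets it had 0.50 and was not called.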

Figure 5B shows the list of DEGs for each group that were upregulated with menthol treatment; (C vs M) Trem1, MBP1, and TES; (C vs LPS) CD52, CD40, SEPT11, and MRP152; (M vs LPS) SEPT11, RIOK3, and MRP152. We also annotated downregulated DEGs for each group; (C vs M) WDR43, WWP1, and XYLT2; (C vs LPS) YPE13, ZDHHC14, and ZFP408; (M vs LPS) GCNT1, GORASP2, and MLER3.

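Xylt2, which encodes a xylosyltransferase of proteoglycan synthesis, fell by 0.60 ± 0.06 on the log2 scale in M compared to control (adjusted p = 0.000609, n = 2 arrays per group). Wdr43, a factor of ribosome biogenesis, had -0.11 ± 0.08 (adjusted p = 0.369) and Wwp1, a ubiquitin ligase, had -0.31 ± 0.08 (adjusted p = 0.0343), and neither was called. When every probe set was tested by itself, a Wdr43 probe set was called at -0.59 and a Wwp1 probe set at -0.85. Zdhhc14, a palmitoyltransferase, fell by 1.34 ± 0.10 in LPS compared to control (adjusted p = 8.78e-05). Ypel3, the gene that YPE13 is read as here, fell by 0.59 ± 0.09 (adjusted p = 0.00291). It was not called after quantile normalization (-0.53), without the second control array (-0.50) or without the second LPS array (-0.54). In M compared to control, Ypel3 rose by 1.15 ± 0.09. The zinc finger gene Zfp408 had 0.12 ± 0.08 in LPS compared to control (adjusted p = 0.33) and was not called, while Zfp608, the zinc finger gene that Fig. 5B prints, fell by 1.00 ± 0.22 (adjusted p = 0.0142). The latter was not called with no filter, without the first control array (-0.97), without the second control array (-1.04) or without the second LPS array (-0.91), and it had -0.60 with the mean of its probe sets. In LPS compared to M, Gcnt1, a glycosyltransferase of O-glycan synthesis, fell by 0.97 ± 0.07 (adjusted p = 3.6e-05). Mier3, a chromatin-associated factor and the gene that MLER3 is read as here, fell by 0.63 ± 0.10 (adjusted p = 0.00167). It was not called after quantile normalization (-0.57), with each array shifted to the same median (-0.58) or without the second LPS array (-0.56). Gorasp2, a Golgi stacking protein, had -0.20 ± 0.07 (adjusted p = 0.0456) and was not called, and a Gorasp2 probe set tested by itself was called at -0.61.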

**Figure 5:**
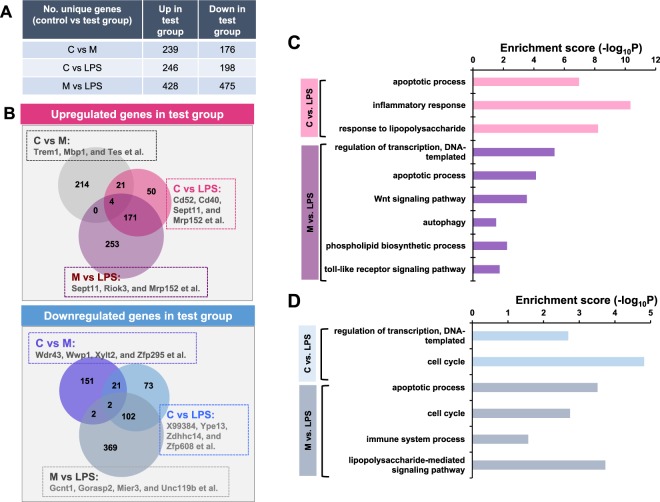
Differentially expressed genes in LPS, LPS+Menthol (LPS+M), and menthol (M) only conditions. (**A**) The number of DEGs perturbed by LPS or menthol treatment. (**B**) Venn diagram depicts shared and different DEGs. (**C,D**) Gene Ontology analysis suggested functional annotations (biological process) that were associated with up- (**C**) and downregulated (**D**) genes. Bar graph shows significantly enriched biological processes, which were up- and downregulated genes in test group. The inflammation events induced by LPS were inhibited by menthol in LPS mediated signaling pathway.

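Menthol alone and LPS alone changed mostly different genes, and most genes changed in LPS compared to control were also changed in LPS compared to M (n = 2 arrays per group). In both M and LPS compared to control, 35 genes rose and 30 fell, while 30 rose in M and fell in LPS and 19 fell in M and rose in LPS. Slc7a11 was among those that rose in both, at 2.21 ± 0.12 in LPS (1.11 with the mean of its probe sets, and not called with the methods' t-test), as was Gpr18, a G protein-coupled receptor, with 1.96 ± 0.19 in M and 3.69 ± 0.19 in LPS. Bcl3, which encodes a nuclear regulator of NF-κB, rose by 1.11 ± 0.12 in M and by 1.77 ± 0.12 in LPS. Klf2 was among those that fell in both, and it fell by 1.02 ± 0.18 in LPS. With the methods' t-test, Gpr18 was not called in M and Klf2 was called in neither M nor LPS. Cytip rose in M and fell in LPS. Independent lists of the same sizes would share 8.48 upregulated and 4.06 downregulated genes. With the control arrays used in both comparisons, simulated data without any effect shared 0.01 and 0.01 on average over 100 simulations. Almost no gene can be called in such data, so here and below their overlaps do not measure what shared arrays add to real calls. Part of the excess in the same direction may come from the shared arrays, since 2 control arrays cannot be split between the comparisons. For the opposite directions, independent lists would share 7.94 genes that rose in M and fell in LPS. They would share 4.34 that fell in M and rose in LPS. The covariance of the log2 fold changes in M and LPS across genes was 0.00505, and 0.00463 in the simulated data without effect. In LPS compared to control and LPS compared to M, 208 genes rose in both, including Cd40 and Mrpl52 named above, and 161 fell in both, where independent lists would share 12.9 and 17.7 and simulated data without effect shared 0.01 and 0. M compared to control and LPS compared to M shared 11 upregulated and 3 downregulated genes. Independent lists would share 12.3 and 9.18, and simulated data without effect shared 0 and 0. The M arrays enter these 2 comparisons with opposite signs, which lowers the overlap in the same direction. The LPS arrays serve in both LPS compared to control and LPS compared to M, so part of the excess in that pair may also come from shared arrays.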

To better understand the biological processes affected by menthol, we performed functional enrichment analyses based on GOBPs. DEGs were classified into different functional categories according to their GOBPs. Genes upregulated from LPS treatment were significantly associated with biological processes relating to inflammatory response (GO: 0006954) and response to lipopolysaccharides (GO: 0032496) (Fig. 5C). 

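LPS compared to control raised interferon-stimulated genes, genes of prostaglandin, nitric oxide and superoxide, and genes of negative feedback on Toll-like receptor and NF-κB signaling (n = 2 arrays per group). The largest rise was in Acod1, at a log2 fold change of 6.64 ± 0.12 (adjusted p = 2.48e-07), followed by Saa3 at 5.18 ± 0.11 (adjusted p = 2.56e-07). Of 10 chemokine genes, 6 rose and none fell, with the same counts when adjusted over the list alone, at a median of 0.81 (camera adjusted p = 1.23e-09, and adjusted p = 0.0528 with an estimated correlation). With no filter this median was 0.42. Chemokine genes that rose, among them Ccl2, Ccl3 and Ccl4, were also chosen by the study on the same arrays, so this result is not independent evidence. Of 27 interferon-stimulated genes, 14 rose and none fell, also when adjusted over the list alone, at a median of 0.67 (camera adjusted p = 1.85e-12). The median was 0.36 with no filter. Of 9 genes of prostaglandin, nitric oxide and superoxide, 5 rose and none fell, also when adjusted over the list alone, at a median of 1.03 (camera adjusted p = 8.12e-08), and of 0.18 with no filter. They included Ptgs2 at 2.13 ± 0.13 and Sod2, which encodes mitochondrial superoxide dismutase, at 1.45 ± 0.07. Of 21 genes of negative feedback on Toll-like receptor and NF-κB signaling, 9 rose and 1 fell, also when adjusted over the list alone, at a median of 0.37 (camera adjusted p = 4.95e-08), which was 0.22 without the second LPS array and 0.23 with the mean of all probe sets. Socs3, an inhibitor of cytokine receptor signaling, rose by 3.14 ± 0.12, and the phosphatase gene Dusp1 fell by 1.80 ± 0.18. Of 12 genes of antigen presentation and costimulation, 4 rose and none fell, also when adjusted over the list alone, at a median of 0.10 (camera adjusted p = 0.00762, and adjusted p = 0.183 with an estimated correlation), and of 0.01 with no filter. Of 23 apoptosis genes, 6 rose and none fell, also when adjusted over the list alone, with Traf1 at 3.23 ± 0.22 and the death receptor gene Fas at 3.04 ± 0.18. Their median was -0.03, below 0, while their mean was 0.43 and the test had the direction of the mean (camera adjusted p = 0.0572). The apoptosis list was called upward without the first control array (-0.02), without the second control array (0.01), without the first LPS array (0.04) and with trended and robust eBayes. The GO enrichment with DAVID was not run here.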

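Menthol alone lowered several chemokine genes of monocyte recruitment (n = 2 arrays per group). In M compared to control, Ccl2 fell by 1.52 ± 0.09 on the log2 scale (adjusted p = 0.000132) and the related Ccl12 fell by 1.40 ± 0.07 (adjusted p = 7.71e-05). Ccl3, which encodes the macrophage inflammatory protein MIP-1α, fell by 1.21 ± 0.09 (adjusted p = 0.000287), and Ccl4 fell by 1.01 ± 0.12 (adjusted p = 0.00173). Of 10 chemokine genes, these 4 fell, none rose and 6 were not called, with the same counts when adjusted over the list alone, at a median of -0.32 (camera adjusted p = 0.000235, and adjusted p = 0.256 with an estimated correlation), and of -0.01 with no filter. Of 7 inflammatory cytokine genes, none was called, also when adjusted over the list alone. Their median was 0.42, above 0 (camera adjusted p = 0.017, and adjusted p = 0.256 with an estimated correlation), and the list was not called with no filter (-0.004) or with a filter at the median of all probe sets (0.34). Of 27 interferon-stimulated genes, 1 rose and 1 fell, also when adjusted over the list alone, at a median of -0.12 (camera adjusted p = 0.129), and the list was called downward without the first control array (-0.11), while the median was -0.05 without the second control array and without the first menthol array. The one that fell was Ifit2, which fell by 0.65 ± 0.08 and was not called without the first menthol array (-0.58). Of 27 genes of the Toll-like receptor pathway, 1 fell and none rose, also when adjusted over the list alone, at a median of 0.10 (camera adjusted p = 0.439), which was 0.02 without the first control array, 0.06 without the second and 0.06 without the second menthol array. Acod1 fell by 0.69 ± 0.12 (adjusted p = 0.00742), and it was not called without the second control array (-0.51) or without the first menthol array (-0.60). Of 20 macrophage identity genes, 1 fell and none rose, also when adjusted over the list alone, with a median of 0.03, a mean of -0.02 and a test in the direction of the mean (camera adjusted p = 0.442). The median was -0.01 without the first control array, 0.06 without the second, -0.0011 without the second menthol array and -0.02 with each array shifted to the same median. The one that fell was the chemokine receptor gene Cx3cr1, which fell by 0.61 ± 0.09 and was not called with the mean of its probe sets (-0.45) or without the first control array (-0.51). Cd86 rose by 1.12 ± 0.07 with menthol alone.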

Genes downregulated by menthol treatment were those significantly involved in immune system processes (GO: 0002376) and the lipopolysaccharide-mediated signaling pathways of different groups (GO: 0031663) (Fig. 5D). These results indicate the LPS-driven inflammatory responses can be modulated by menthol treatment, suggesting that low levels of menthol may be associated with higher levels of inflammation from immune stimulants, such as LPS.

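The effect of menthol differed between cells with and without LPS in 21 of 8908 genes, of which 3 had a higher and 18 a lower log2 fold change with LPS (n = 2 arrays per group). As no harvest time of control and M is given, LPS and the time after menthol cannot be told apart in these differences. Ifit1, an interferon-induced protein that binds foreign RNA, had a difference of -3.45 ± 0.21 (adjusted p = 0.00236). Its means without LPS, 3.85 in control and 3.70 in M, lie near 3.01, the median of all probe set means, and leave little room for a fall with menthol alone, so the size of this difference is limited by background. Cd83 had a difference of 2.38 ± 0.24 (adjusted p = 0.0182). Neither was called with no filter, and Cd83 was also not called without the first menthol array (2.19), without the second menthol array (2.58) or without the first LPS+M array (2.52). Of 27 interferon-stimulated genes, 5 had a lower effect of menthol with LPS than without it and none a higher one, and 12 had a lower one when adjusted over the list alone, with a median difference of -0.44 (camera adjusted p = 3.64e-20, and adjusted p = 0.0604 with an estimated correlation). Of 10 chemokine genes, none differed, and 2 had a lower effect when adjusted over the list alone. Their median was 0.06 and their mean -0.07, and the test had the direction of the mean (camera adjusted p = 0.914). The median was -0.0011 without the first LPS+M array. The count of 21 was 1 with no filter and 2 when every probe set was tested by itself. With trended and robust eBayes it was 45, and with an unadjusted p under 0.05 it was 124. It was 4 without the first control array, 13 without the second, 5 without the first menthol array, 2 without the second, 4 without the first LPS+M array and 40 without the second. From the enriched biological processes, the paper reasons that menthol can modulate the inflammatory response to LPS. It proposes that low menthol may accompany stronger inflammation from immune stimulants.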

### Signaling pathways involved in the anti-inflammatory effects of menthol

We next wondered if the specific signaling pathways involved in LPS-stimulated cytokine perturbation can be modulated by menthol treatment. To determine the signaling pathways associated with the production and secretion of inflammatory cytokines, we screened the activation of key signaling pathways, including those of nuclear-factor-κB (NF-κB), Akt, and Erk1/2 MAPK. We found that the added presence of LPS induced phosphorylation of NF-κB and Akt in RAW 264.7 macrophage cells. Pretreatment with menthol significantly attenuated the phosphorylation levels of NF-κB and Akt, but not those of Erk1/2 MAPK (Fig. 6A, LPS+M compared to LPS). In addition, menthol treatment significantly reduced LPS-induced phosphorylation of NF-κB and Akt in a dose-dependent manner (Fig. 6B). This data suggest that menthol potentially inhibits LPS-induced inflammatory cytokines via the NF-κB and Akt signaling pathways.

**Figure 6:**
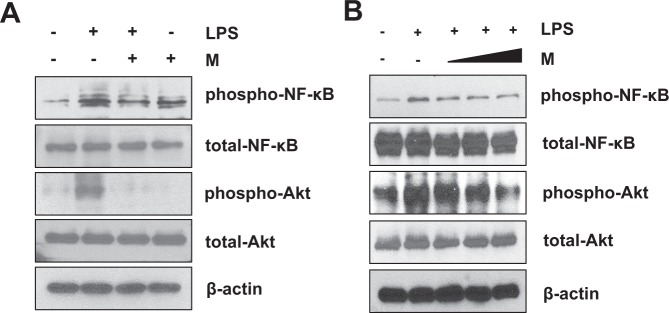
Menthol inhibits LPS-induced activation of NF-κB and Akt signaling pathways. (**A**) Phosphorylation levels of NF-κB and Akt were reduced by menthol treatment. (**B**) Phosphorylation of NF-κB and Akt were suppressed by menthol treatment in dose-dependent manner. β-actin was used as the loading control in western blot analysis.

### Nucleotide microarray analysis consistently showed that menthol affects production of LPS-induced cytokines in RAW 264.7 macrophage cells

We next sought to identify DEGs in cells exposed to LPS with or without menthol via microarray analysis (Fig. 7A). Approximately 30% of the DEGs showed increased expression patterns when stimulated by LPS alone and decreased when treated additionally with menthol. Those DEGs included: C3, CCL2, CCL3, CCL4, CCL5, CCL9, CCL12, CXCL2, CXCL10, NFKB1A, toll-like microbial pattern recognition receptor 1 (TLR1), TNF-α induced protein 3 (TNFAIP3) *et al*. (Fig. 7A, box). 

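Of 282 genes upregulated by LPS compared to control, 63 (22.3%) were downregulated in LPS+M compared to LPS, 22 (7.80%) were upregulated further and 197 were not called (n = 2 arrays per group). The 63 genes were 11.5% of all genes changed by LPS in either direction. Gbp2b and Gbp7, which encode interferon-inducible guanylate-binding proteins, were among the 63, with Gbp2b having -1.57 ± 0.11 and Gbp7 having -1.88 ± 0.18 in LPS+M compared to LPS. Gbp7 rose by 1.87 ± 0.18 with LPS alone. Among the 22 were Slc7a11, which rose further by 2.19 ± 0.12, Bcl3 by 1.20 ± 0.12 and Ccrl2, which encodes a chemerin-binding receptor, by 1.78 ± 0.09 after a rise of 1.18 ± 0.09 with LPS alone. Of 264 genes downregulated by LPS, 68 were upregulated in LPS+M compared to LPS and 14 were downregulated further. St6gal1 and Cytip were among the 68, at 0.99 ± 0.14 and 1.58 ± 0.08, and with the mean of their probe sets Cytip had 0.96 and St6gal1 was not called (0.50). The median log2 fold change of the 282 genes was 0.94 in LPS compared to control, -0.18 in LPS+M compared to LPS and 0.74 in LPS+M compared to M, and 181 of the 282 were also called higher in LPS+M compared to M. Of the 63 genes, 16 were also downregulated by menthol without LPS, and 15 had an interaction of menthol and LPS called lower. Independent lists of 282 genes higher with LPS and 222 lower in LPS+M would share 7.03 genes, where 63 were found. Simulated data without any effect, and simulated data with the effect of LPS alone, shared 0 by limma in the mean of 100 simulations, with the LPS arrays used in both comparisons as here. Neither holds a change in LPS+M compared to LPS, so almost no gene can be called there. Their 0 therefore cannot show how many of the 63 genes come from the shared arrays. The log2 fold changes of the comparisons correlated across all genes at r = -0.285, with a covariance of -0.0344, and the simulated data without effect gave r = -0.498 and a covariance of -0.0046. Genes are not independent replicates, and part of the excess may come from the shared LPS arrays, since 2 arrays cannot be split. With the methods' t-test at an unadjusted p under 0.05, 29 genes were shared, and with a 2-fold minimum 20.

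**Figure D3:**
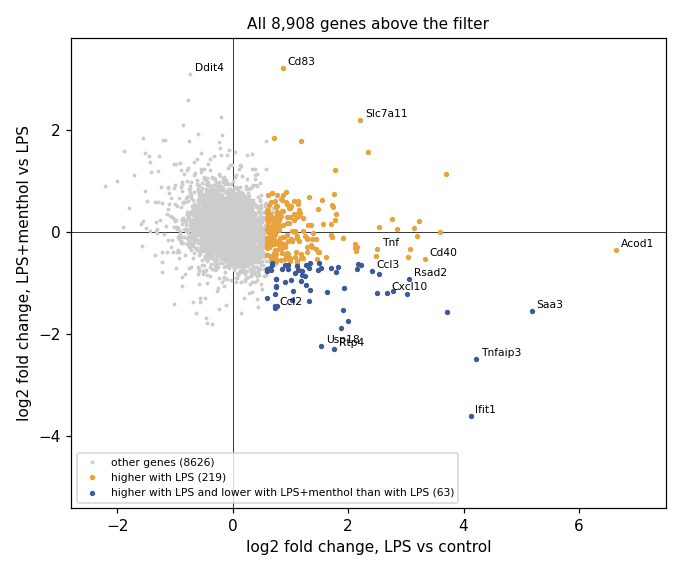
Log2 fold change in LPS+M compared to LPS (y axis) against log2 fold change in LPS compared to control (x axis) for 8908 genes, with the genes called higher with LPS colored by whether LPS+M lowered them. The 63 genes called in both comparisons lie in the lower right.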

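Of 13 genes that the study names as induced by LPS and lowered by menthol, 11 rose in LPS compared to control and 11 fell in LPS+M compared to LPS, with the same counts when adjusted over the list alone (n = 2 arrays per group). The study chose these genes on the same arrays, so the counts are not independent evidence. Their median log2 fold change was 1.26 with LPS (camera adjusted p = 2.75e-16) and -0.91 in LPS+M compared to LPS (camera adjusted p = 1.02e-10). Among the chemokines, Cxcl10, which attracts T cells, rose by 2.68 ± 0.13 with LPS and fell by 1.20 ± 0.13 in LPS+M (adjusted p = 0.000624). Ccl2 rose by 0.73 ± 0.09 and fell by 1.48 ± 0.09 (adjusted p = 7.99e-05), and Ccl3 rose by 2.41 ± 0.09 and fell by 0.77 ± 0.09 (adjusted p = 0.00103). Ccl4 rose by 1.26 ± 0.12 and fell by 0.65 ± 0.12, and the fall was not called without the second LPS+M array (-0.49). Ccl5 rose by 1.34 ± 0.08 and fell by 0.61 ± 0.08, and the fall was not called without the second LPS array (-0.54) or without the second LPS+M array (-0.53). Ccl12 had 0.42 ± 0.07 with LPS, under the 1.5-fold minimum, and fell by 1.31 ± 0.07 in LPS+M. Ccl9 had 0.51 ± 0.07 with LPS and -0.15 ± 0.07 in LPS+M, and neither was called. When every probe set was tested by itself, a Ccl9 probe set was called with LPS at 0.66. Cxcl2, a neutrophil chemokine, rose by 0.88 ± 0.12 with LPS and was not called in LPS+M, at -0.10 ± 0.12 (adjusted p = 0.571). The latter value was 0.0051 without the first LPS+M array and -0.20 without the second. Nfkbia, the gene that NFKB1A is read as here and the inhibitor that holds NF-κB in the cytoplasm, rose by 1.12 ± 0.10 and fell by 0.75 ± 0.10 (adjusted p = 0.00168). With the methods' t-test on 1 probe set for each gene, Ccl2, Ccl4, Cxcl10, Nfkbia and Tnfaip3 were not called in LPS+M compared to LPS. C3 was not analysed here. Of the other genes in Fig. 7A, Gbp2 rose by 3.02 ± 0.13 and fell by 1.22 ± 0.13, and the scavenger receptor gene Marco rose by 1.18 ± 0.07 and fell by 0.97 ± 0.07. Ptger4 rose by 1.33 ± 0.07 with LPS. Fabp4, a fatty acid-binding protein, rose by 1.05 ± 0.08 and fell by 1.15 ± 0.08, and neither was called with the mean of its probe sets (0.48 and -0.51). Not all genes of the figure followed it. Mef2c had -1.22 and Ptpn22 -0.32 with LPS, opposite to the figure. Gbp6, Cd47, Clec4a2, Casp1, Pik3ap1, Stap1, Cybb and Ifih1 did not have both calls.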

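Genes of the Toll-like receptor pathway moved in both directions in LPS+M compared to LPS: of 27 tested, 5 fell, 2 rose and 20 were not called, with the same counts when adjusted over the list alone (n = 2 arrays per group). Their median log2 fold change was 0.11 (camera adjusted p = 0.842), and 0.07 and 0.06 without the first and the second LPS array. Ikbkg, the regulatory subunit of the IκB kinase, fell by 0.76 ± 0.09 (adjusted p = 0.00123) and was not called with the mean of its probe sets (-0.09). Map3k8, a kinase that activates MAPK signaling, fell by 0.72 ± 0.14 (adjusted p = 0.00896) and was not called without the first LPS+M array (-0.46). Traf6, a ubiquitin ligase downstream of the receptors, rose by 1.35 ± 0.19 (adjusted p = 0.00212) and was not called with the mean of its probe sets (0.40). Ikbke, a kinase of interferon induction, fell by 0.63 ± 0.08 (adjusted p = 0.00135). Irak3, an inhibitory member of the IRAK family, fell by 0.65 ± 0.06 (adjusted p = 0.000337) and was not called with the mean of its probe sets (-0.53). With LPS alone compared to control, 6 of the 27 rose and 2 fell, also when adjusted over the list alone, with a median of 0.04 and a mean of 0.32 (camera adjusted p = 0.0145, and adjusted p = 0.0896 with an estimated correlation). The median was 0.03 without the first control array, 0.09 without the second control array and 0.08 without the first LPS array. Irak3 rose by 2.23 ± 0.06, Ikbke by 2.16 ± 0.08 and Map3k8 by 2.16 ± 0.14 with LPS. Tlr2, the receptor for bacterial lipoproteins, rose by 1.72 ± 0.07 with LPS and had 0.54 ± 0.07 in LPS+M compared to LPS (adjusted p = 0.00143), under the 1.5-fold minimum. Of 21 genes of negative feedback on this pathway and NF-κB, 2 rose and 3 fell in LPS+M compared to LPS, also when adjusted over the list alone, at a median of 0.15 (camera adjusted p = 0.807), which was 0.08 without the first LPS array. Of 10 genes of NF-κB subunits and IκB proteins, 1 rose and 1 fell, also when adjusted over the list alone, at a median of 0.41 (camera adjusted p = 0.104), and the list was called upward with no filter (0.41) and with the mean of all probe sets (0.42).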

Mapping of genes and protein expression from our study suggested that menthol suppresses the TLR pathway. The gene expression of interferon-induced protein with tetratricopeptide repeats 1 (IFIT1), TNFA1P3, TLR1, and viperin increased in response to LPS and decreased in response to menthol. 

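Ifit1, Tnfaip3, Tlr1 and Rsad2, the gene of viperin, all rose with LPS and fell in LPS+M compared to LPS (n = 2 arrays per group). Ifit1 had a mean log2 signal of 3.85 in control, 7.97 in LPS, 3.70 in M and 4.37 in LPS+M. It rose by 4.12 ± 0.15 with LPS (adjusted p = 3e-06) and fell by 3.60 ± 0.15 in LPS+M compared to LPS (adjusted p = 2.73e-05), and it was not called in M compared to control (-0.15 ± 0.15, adjusted p = 0.527), where its level left little room for a fall. Tnfaip3, which encodes the A20 protein, rose by 4.22 ± 0.27 (adjusted p = 4.08e-05) and fell by 2.49 ± 0.27 (adjusted p = 0.000669). With the mean of its probe sets these were 2.11 and -1.24, both called, and the fall was not called with the methods' t-test. Its mean was 3.42 in control, 7.63 in LPS, 3.38 in M and 5.15 in LPS+M, and it was not called with menthol alone (-0.04 ± 0.27, adjusted p = 0.937). The value with menthol alone was -0.33 without the first control array and 0.25 without the second. The levels of Ifit1 and Tnfaip3 without LPS lie near 3.01, the median of all probe set means, so background limits how well the size of their rise, and any fall with menthol alone, is known. Tlr1, a partner of Tlr2, rose by 1.26 ± 0.08 (adjusted p = 3.74e-05) and fell by 1.03 ± 0.08 (adjusted p = 0.000158). Rsad2, an interferon-induced antiviral enzyme, rose by 3.06 ± 0.19 (adjusted p = 3.67e-05) and fell by 0.91 ± 0.19 (adjusted p = 0.0102), and the fall was not called with no filter. In M compared to control, Rsad2 rose by 0.88 ± 0.19 (adjusted p = 0.0154). That rise was not called with no filter, without the first control array (0.74) or without the second menthol array (0.55). The mean of Rsad2 was 5.33 in control, 8.39 in LPS, 6.21 in M and 7.47 in LPS+M.

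**Figure D4:**
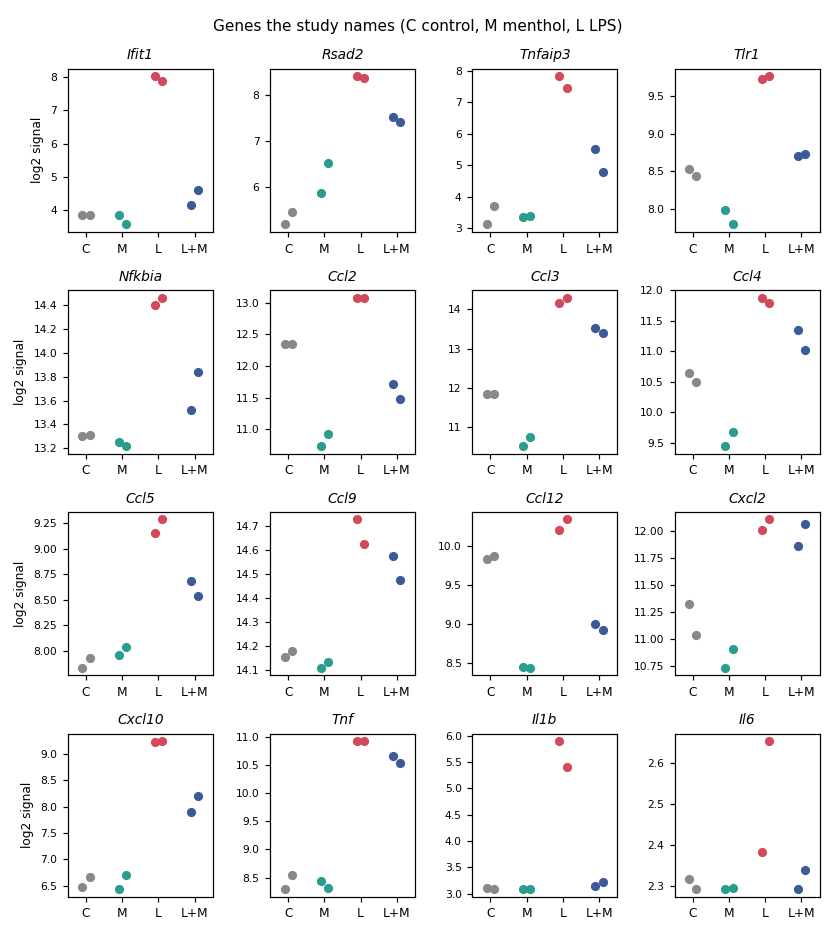
Log2 signal (y axis) of each array by group (C control, M menthol, L LPS, L+M LPS with menthol, n = 2) for 16 genes the study names, with 1 point per array and a y axis of its own for each gene. Ifit1 lies at a mean of 7.97 with LPS and 4.37 with LPS+M.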

To further validate the perturbed DEGs, western blot analysis was carried out. Protein levels of IFIT1, TNFA1P3, TLR1, and viperin changed consistent to gene expression changes (Fig. 7B).

**Figure 7:**
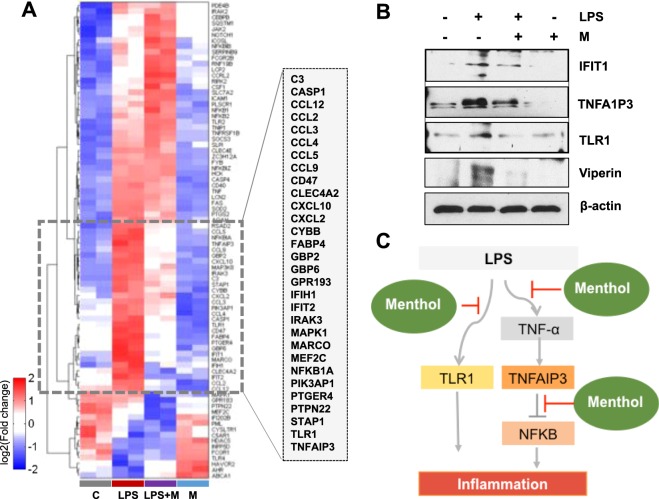
Menthol regulates the LPS-induced inflammatory response. (**A**) Heatmap image of DNA microarray data. RAW 264.7 cells were treated with LPS (100 ng/mL) with or without menthol (500 μmol/mL) for 6 hrs. The list of the genes in the enlarged box was sorted in order of gene symbol. (**B**) Cells were treated with LPS (100 ng/mL) with or without menthol (500 μmol/mL) for 6 hrs. Few candidates from (Figure A, Box): IFIT1, TNFA1P3, TLR1, and viperin were repressed by menthol treatment. (**C**) Hypothetical diagram showing how menthol may be attenuating the activation of the TLR1 and TNFAIP3-NF-κB signaling pathways; thereby, reducing downstream cytokine expression.

Collectively, these experimental results propose a potential pathway through which TNF-α production and secretion is stimulated. This consequently leads to the activation of TLR1, TNFAIP3-NF-κB signaling, and inflammation of the bladder. These results also lead us to suggest that menthol could suppress IC-associated inflammation by blocking the activation of our hypothetical pathway (Fig. 7C).

## Discussion

Our GC-MS peak resolution and compound identification revealed unique urinary VOC profiles between IC patients and healthy controls. Based on these results, we further sought to understand the biological function of menthol, an identified IC-associated urinary metabolite. We identified this novel compound through recently improved data processing that could annotate unknown VOCs. These developments include database analysis tools, such as BinBase Database^21^, AMDIS^22^, SpectConnect (http://spectconnect.mit.edu), MZmine^23^, TagFinder^24^, MetAligh 3.0, and MetAlignID^25,26^. For this study, we used BinBase; this tool can be assessed by the public at http://vocBinBase.fiehnlab.ucdavis.edu.

### Cytokines and chemokines associated with IC

Although IC affects millions of people every year, the etiology of this disease remains elusive. The bladders of IC patients exhibit various pathophysiological alterations in the urothelium barrier lining, sensory nervous system, recruitment of immune cells, and activation of major signaling pathways. The inflammation that is associated with IC is potentially a result of inflammatory or bacterial agents. One such agent is LPS, a component of the bacterial outer membrane, which is known to bind to TLR4 and stimulate inflammation through upregulating the release of cytokines. Consequently, this increased production and secretion of cytokines leads to bladder inflammation, which induces an immune response and may be associated with additional urinary symptoms, such as hyper-excitability and pain^27,28^.

There have been a series of previous reports suggesting the use of inflammatory cytokines as IC biomarkers. They demonstrate that levels of cytokines, such as TNF-α, IL-2, IL-6, IL-8, and IL-1β, increase in the bladder and urine of IC patients. In our present study, we were able to observe elevated gene and protein expression levels of TNF-α, IL-6, IL-1β, and NF-κB in LPS-stimulated RAW 264.7 macrophage cells. 

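With LPS, Tnf rose, the gene Il1b rose from a level under the filter and Il6 was not called (n = 2 arrays per group). Tnf rose by 2.50 ± 0.10 on the log2 scale (adjusted p = 3.61e-06), from a mean of 8.42 to 10.92. Il1b had means of 3.09 in control and 5.66 in LPS and its mean over all arrays lay under the filter, and with no filter limma gave 2.56 ± 0.15 (adjusted p = 0.000798). The control mean of Il1b lies near 3.01, the median of all probe set means, so background limits how well the size of its rise is known. Il6 had means of 2.30 and 2.52 and a difference of 0.22 ± 0.09 (adjusted p = 0.246 with no filter), at the 26.4th percentile of all probe sets. The difference was 0.35 without the first LPS array and 0.08 without the second. Of 10 genes of NF-κB subunits and IκB proteins, 6 rose and none fell, with the same counts when adjusted over the list alone, at a median of 0.89 (camera adjusted p = 4.13e-08). They included Nfkbiz, an IκB protein of the nucleus, at 2.84 ± 0.10 (1.63 with the mean of its probe sets), the subunit genes Nfkb2 at 1.22 ± 0.11 and Relb at 0.94 ± 0.10. Rela, which encodes the p65 subunit, had 0.13 ± 0.07 (adjusted p = 0.243) and was not called, and Nfkb1 was not analysed here. Of 7 tested inflammatory cytokine genes, 3 rose and none fell, also when adjusted over the list alone, at a median of 0.43 (camera adjusted p = 0.0729). The list was called upward with no filter (0.03), with a filter at the median of all probe sets (0.35) and without the second control array (0.25), and it was not called with the mean of all probe sets (0.20). Besides Tnf they were Csf1, a growth factor of macrophages, at 1.32 ± 0.21, not called with the mean of its probe sets (0.34), and Il1rn, the gene of the interleukin-1 receptor antagonist, at 0.99 ± 0.08.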

TNF-α is a well-known pro-inflammatory cytokine that leads to the activation of inflammation, induces the expression of adhesion molecules, and contributes to the development of pain sensation. Prior studies have shown that pharmaceutical inhibition of TNF-α signaling or addition of neutralizing antibodies against TNF-α reduced the development of nociception in animal models. Collectively, the experimental data from our current study and preceding reports suggest that the hypersensitivity and/or inflammation seen in IC bladders may be treated by targeting inflammatory cytokines^28^.

### Menthol and IC-associated inflammation

Our VOC metabolomics analysis revealed that menthol expression is significantly less abundant in the urine of IC patients. Menthol, an aromatic and cyclic terpene alcohol, is a compound that is commonly used in a wide variety of products. Its main use is in relieving local inflammation, pain (e.g. joint aches), noxious heat, sensory hypersensitivity, sore throat *et al*. The analgesic and anti-inflammatory effects of menthol may be attributed to the fact that it is a TRPM8 agonist^29,30^. However, the underlying mechanisms of menthol’s biological effects remain obscure. Because of its mitigating effects, menthol was a particularly interesting compound in the context of IC. Chronic inflammation is typical in the pathogenesis of IC^31^, and higher levels of pro-inflammatory cytokines, such as macrophage-derived chemokines^32^ or urinary nerve growth factors, are reported to be associated with the disease^33,34^.

Given its anti-inflammatory effects, ability to suppress respiratory irritation, and association with pain relief, menthol is widely used for medicinal purposes^35,36^. Our study investigated the effectiveness of menthol on LPS-induced cytokine production and secretion. Interestingly, we found that levels of various inflammatory cytokines were suppressed by menthol. This was done through DNA microarrays and cytokine profiling; the results were verified through additional independent western blot analysis. 

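In LPS+M compared to LPS, Tnf kept most of its rise and Il1b fell to a level near background (n = 2 arrays per group). Tnf had -0.33 ± 0.10 on the log2 scale (adjusted p = 0.038), under the 1.5-fold minimum, and a mean of 10.60 in LPS+M. In LPS+M compared to M, Tnf rose by 2.22 ± 0.10 (adjusted p = 8.7e-06). Il1b fell by 2.47 ± 0.15 with no filter (adjusted p = 0.00102 from limma), to a mean of 3.18, near the median of all probe set means (3.01), so the size of its fall is limited by background. Il6 had -0.20 ± 0.09 (adjusted p = 0.243 with no filter), at means of 2.31 in LPS+M and 2.29 in M. The former value was -0.34 without the first LPS array and -0.07 without the second. Of 8 genes whose cytokines the study measured as protein, 5 were tested, and 4 of these fell and none rose, with the same counts when adjusted over the list alone. The study chose these cytokines itself. Their median was -0.77 (camera adjusted p = 2.07e-05, and adjusted p = 0.0976 with an estimated correlation), after 2.41 in LPS compared to control, where 4 rose and none fell. Of 7 inflammatory cytokine genes, 3 rose and none fell in LPS+M compared to LPS, also when adjusted over the list alone, at a median of 0.47 (camera adjusted p = 0.0552). The list was called upward after quantile normalization, with each array shifted to the same median, without the first or the second control array (0.47 each) and without the second LPS array (0.41). It was not called with an estimated correlation (adjusted p = 0.255) or with no filter, where its median was 0.0007, and its median was 0.29 with a filter at the median of all probe sets and with the mean of all probe sets, neither called. Tnfsf9, the gene of the costimulatory ligand 4-1BBL, rose by 0.67 ± 0.07 (adjusted p = 0.000669). Csf1 rose by 0.68 ± 0.21 (adjusted p = 0.0465) and was not called without the first LPS array (0.65), without the second LPS array (0.70), without the first LPS+M array (0.43), with no filter, with the mean of its probe sets (0.29), after quantile normalization (0.64) or with each array shifted to the same median (0.65). Osm, a cytokine of the interleukin-6 family, rose by 0.68 ± 0.17 (adjusted p = 0.0232) and was not called without the first LPS array (0.56), without the first LPS+M array (0.44), with no filter or in a fit of only the compared groups.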

We observed that menthol significantly reduced levels of TNF-α, IL-1β, IL-6, and CCL3 in LPS-stimulated RAW 264.7 macrophage cells. Previous literature has suggested that histamine release from mast cells is inhibited by menthol^37,38^. Furthermore, by regulating the NF-κB signaling pathway, menthol decreases carrageenan-induced inflammation processes^39^. Our results were also in accordance with these past findings and were similar to outcomes observed in menthol treatment of ulcerative colitis^40^ and ethanol-induced gastric ulcers^41^.

TNF-α is a pro-inflammatory cytokine involved in regulating a wide spectrum of biological processes, including cell differentiation, apoptosis, coagulation, and lipid metabolism. It is associated with a number of diseases, including autoimmune diseases, insulin resistance, and, most notably, cancer. NF-κB is protein complex responsible for DNA transcription, cytokine production, and basic survival in almost all animal cells^42^. Toll-like microbial pattern recognition receptors (TLRs) represent a non-self-recognition system that is hardwired to trigger inflammation^43^. 

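The mean log2 signal of Tlr1 was 8.49 in control, 7.89 in M, 9.75 in LPS and 8.72 in LPS+M (n = 2 arrays per group). Menthol lowered Tlr1 without LPS as well: in M compared to control it fell by 0.59 ± 0.08 (adjusted p = 0.00247), and this was not called without the first control array (-0.55) or without the second menthol array (-0.50). LPS still raised Tlr1 in the presence of menthol, by 0.83 ± 0.08 in LPS+M compared to M (adjusted p = 0.000461). In LPS+M compared to control it had 0.23 ± 0.08 (adjusted p = 0.0532) and was not called. The effect of menthol on Tlr1 with LPS and without it differed by -0.44 ± 0.11 (adjusted p = 0.216), and the difference was not called by limma.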

In our present study, LPS-induced TLR1 was downregulated by menthol treatment. TNFAIP3, a protein whose expression is rapidly induced by TNF-α, is a ubiquitin-centered enzyme and has been shown to constrain NF-κB activation. The encoded protein is involved in most cytokine-mediated inflammatory responses; this is likely due to the presence of both ubiquitin ligase and deubiquitinase within the enzyme. Because of this, TNFAIP3 serves as a negative feedback regulator of NF-κB activation when TNF is present^44^. Our results provide new insights in LPS-induced inflammation, suggesting that it can be regulated by menthol via its suppression of TNF-α, TLR1, and/or TNFAIP3 and subsequent regulation of NF-κB activation. Altogether, this study indicates the potential placating role of menthol in IC patients.

Although further studies are warranted to ascertain the mechanistic basis of menthol’s observed anti-inflammatory effects, it would be interesting to investigate whether menthol can suppress any inflammation or sensory hypersensitivity in IC patients in the pre-clinical or clinical setting. Our discoveries provide potential therapeutic strategies; potent agonists of TNF-α, TLR1, TNFAIP3, and/or the NF-κB network may benefit IC patients through anti-hyperalgesic and anti-inflammatory effects.

### Accession numbers

The metabolomics data have been deposited in the Metabolomics Workbench Public Repository with the study ID number ST000603. The microarray data was deposited and is available at the Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo/), under the accession number GSE98933.

## Electronic supplementary material

Supplementary Figure 1

# Supplementary material for: Menthol, a unique urinary volatile compound, is associated with chronic inflammation in interstitial cystitis
**Source:** Sci Rep. 2018 Jul 18;8:10859. doi: 10.1038/s41598-018-29085-3

**Menthol, a unique urinary volatile compound, is  
associated with chronic inflammation in interstitial cystitis**

Muhammad Shahid<sup>1</sup>, Min Young Lee<sup>2</sup>, Austin Yeon<sup>1</sup>, Eunho Cho<sup>3</sup>, Vikram Sairam<sup>3</sup>, Luis Valdiviez<sup>4</sup>, Sungyong You<sup>1</sup>, Jayoung Kim<sup>1,3,5,6,¶</sup>

<sup>1</sup>Departments of Surgery and Biomedical Sciences, Cedars-Sinai Medical Center, Los Angeles, CA, USA; <sup>2</sup>Institute for Systems Biology, Seattle, WA, USA; <sup>3</sup>University of California Los Angeles, CA, USA; <sup>4</sup>West Coast Metabolomics Center, UC Davis, Davis CA 95616; <sup>5</sup>Samuel Oschin Comprehensive Cancer Institute, Cedars-Sinai Medical Center, Los Angeles, CA, USA; <sup>6</sup>Department of Urology, Ga Cheon University College of Medicine, Incheon, South Korea

Jayoung Kim, PhD.

## Supplementary Figure Legends

**Supplementary Figure 1. (A)** Histogram displays distribution of levels of metabolite intensities after normalization by quantile method. **(B)** Heatmap shows correlation matrix of metabolite profiles. Red and blue indicate positive and negative correlation, respectively.

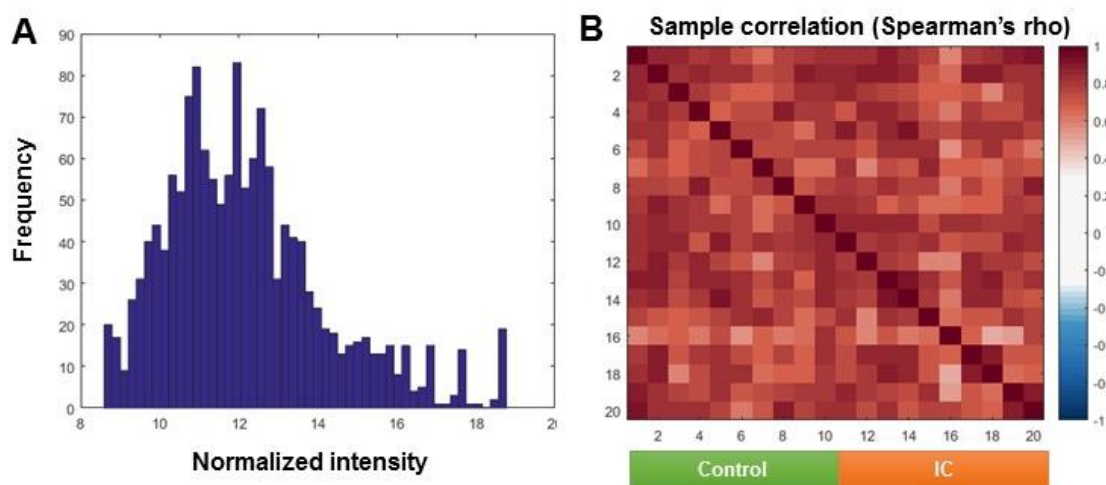

**Supplement:** Supplementary file 1 — Supplementary Figure 1

How the deposited data were processed for this re-analysis (not part of the article)

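The values came from 8 Affymetrix mouse genome arrays of mouse macrophages, 2 for each of 4 groups: control, menthol (M), LPS, and menthol followed by LPS (LPS+M). Sample labels gave the groups, and no array was left unmapped. The authors made the deposited log2 values with GC-RMA 2.10.0 in R 2.6.1, which corrects the background by the GC content of the probes, quantile normalizes between arrays and summarises each probe set. The range, the quartiles and the medians (2.99 to 3.04) of the arrays were checked and are those of such log2 values. The GO enrichment with DAVID, the protein measurements and the metabolite data were not analysed here.

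All comparisons were computed in R 4.3.3 with limma 3.58.1 (lmFit and eBayes) on the deposited log2 values of all 8 arrays together, with 1 coefficient for each of the 4 groups, 4 residual degrees of freedom and 3.778 prior degrees of freedom. Affymetrix control probe sets and probe sets with no symbol or several symbols were left out. Each gene was represented by its probe set with the highest mean over the arrays, and genes with a mean above 4.84, the mean of all probe sets, were kept, which left 8908 of 18193 genes. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 within the comparison and a fold change of at least 1.5. The comparisons were M with control, LPS with control, LPS with M, LPS+M with LPS, LPS+M with M, LPS+M with control, and the interaction of menthol and LPS. A gene that the study names and that lay under the filter was taken from a fit with no filter.

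The 35 gene lists were written by hand, and the 28 lists with at least 5 kept genes were tested with camera at a preset correlation between genes of 0.01, adjusted over the lists within a comparison. One list holds the genes that the study names as induced by LPS and lowered by menthol, and another the cytokines that it measured as protein. The text names up to 8 called genes with the largest rise and up to 8 with the largest fall in a comparison, every gene the study names, up to 4 called members of a list with the largest change in the comparison described, and any member of a list with fewer than 13 members. The figures of the paper had been seen when this rule was written. The comparisons, the rule for calls, the lists, the rule for named genes and the alternatives were fixed before the data were examined.

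Calls were tested on simulated data with the spread of these arrays and 8908 genes. Camera was tested there on lists of 15 genes: it called all 100 lists shifted by 0.5 in each comparison, and of 100 lists without a shift it called 4 for M with control, 5 for LPS with control, 5 for LPS with M, 16 for LPS+M with LPS, 2 for LPS+M with M, 2 for LPS+M with control and 4 for the interaction. Overlaps of comparisons that share arrays were set beside the number that independent lists of the same sizes would share and beside the mean of 100 simulations without effect. The number of arrays limits the precision, and the p-values measure only the spread between them. The alternatives were other filters, other ways to choose probe sets, quantile normalization and a shift of each array to the same median of the deposited values, the t-test of the methods, limma with an unadjusted p, trended and robust eBayes, a fit of only the compared groups, other fold minimums, the replicate number as a block, an estimated correlation between genes, and leaving out each array.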

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

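The comparisons and lists behind these results were set in advance, and all tests of technical explanations in this part were chosen after the result was seen. As no harvest time of control and M is given, the interaction test cannot tell LPS apart from the time after menthol.

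Genes of the integrated stress response, which cells use when protein synthesis or amino acid supply is disturbed and which the paper does not discuss, were higher with menthol. Their median log2 fold change was 0.59 in M compared to control, where 8 of 15 rose and none fell (camera adjusted p = 1.51e-09), and 0.77 in LPS+M compared to LPS, where 12 rose and none fell (camera adjusted p = 1.14e-11), and the effect of menthol was higher with LPS than without it by a median of 0.25 (camera adjusted p = 2.48e-08, and adjusted p = 0.0604 with an estimated correlation). In LPS+M compared to LPS, Ddit4 rose by 3.08 ± 0.09 and the pseudokinase gene Trib3 by 2.58 ± 0.10. The tables argue against normalization, since the list lay 0.736 above genes matched on level, against probe sets that do not measure their gene, since 100% of 14 other probe sets of the same genes were above 0, and against RNA degradation, since the actin 3' minus 5' value of menthol arrays and other arrays differed by 0.0247 within a range of 0.69 to 0.77. A stress response of the cells to menthol is a candidate explanation and remains a hypothesis, and how the cultures of the groups were handled and whether the dose of menthol matters stay open, since a single dose was used.

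Menthol lowered interferon-stimulated genes more in cells with LPS than without it, a difference between groups by the interaction test. The median difference was -0.44 on the log2 scale, 5 of 27 genes were called lower and none higher, and 12 were lower when adjusted over the list alone (camera adjusted p = 3.64e-20, and adjusted p = 0.0604 with an estimated correlation). The tables argue against normalization, since the list lay at -0.444 relative to genes matched on level. They also argue against an even loss of the whole LPS response in LPS+M compared to LPS. There the 268 other genes raised by LPS had a median of -0.143, and the 14 interferon-stimulated genes raised by LPS had -1.07. Levels near the array floor without LPS were examined for the 5 members raised by LPS with a mean above 7.39, the upper quartile of all probe sets. Of these, 4 were below 0 and their median difference was -0.657, which argues against a floor only in part. Members raised by LPS were chosen on the same arrays, so a difference below 0 follows in part from that choice. The mean also includes the LPS arrays and does not show the level without LPS. In M compared to control, the median of these 5 members was -0.357. For the 9 other members raised by LPS, whose median difference was -1.68, a floor stays open. It cannot be told apart from a change in the cells, as the background of a probe set is not known. The room between their control level and 4.84, the mean of all probe sets, fell short of their fall in LPS+M by a median of 0.445. With this bound, 2 of the 9 had more room than their fall. Above 3.01, the median of all probe set means, the room exceeded the fall by a median of 1.38, and 8 of the 9 had more room. The answer therefore depends on the bound. A weaker interferon response to LPS in the presence of menthol is a candidate explanation for the 5 members with a mean above 7.39 and remains a hypothesis. Whether interferon release, its receptor or later steps differed was not tested. A different time after menthol in M and LPS+M stays open, as no harvest time of M is given.

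Genes of DNA replication and S phase, which the paper does not discuss, were lower with menthol. Their median was -0.46 in M compared to control, where 8 of 27 fell and none rose (camera adjusted p = 2.49e-17), and -0.27 in LPS+M compared to LPS, where 6 fell and none rose (camera adjusted p = 8.71e-08). The licensing factor gene Cdc6 fell by 0.97 ± 0.10 and fell by 1.69 ± 0.10. The tables argue against normalization, since the list lay at -0.292 relative to genes matched on level in LPS+M compared to LPS, against probe sets that do not measure their gene, since 96% of 25 other probe sets of the same genes were below 0, and against fewer dividing cells as the whole cause, since the 30 genes of mitosis and G2/M had a median of 0.243 there. A slower entry into S phase with menthol is a candidate explanation and remains a hypothesis, as no cells were counted or stained for the cell cycle on these arrays.

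The effect of menthol with LPS differed from that without LPS in 21 genes by the interaction test of limma. The interaction test also gave a median of 0.18 for genes of DNA replication and S phase (camera adjusted p = 0.000329, and adjusted p = 0.0604 with an estimated correlation). With menthol their median was -0.46 without LPS and -0.27 with LPS, so the list fell less with LPS. None of its members was called, and 1 was lower when adjusted over the list alone. The same test gave 0.20 for genes of mitosis and G2/M (camera adjusted p = 1.01e-09). For targets of NRF2 it gave -0.14 (camera adjusted p = 0.00686, and adjusted p = 0.293 with an estimated correlation), which was not called without the first LPS array (-0.10), without the first menthol array (-0.10), without the second LPS+M array (-0.13) or with the mean of all probe sets (-0.04). For heat shock proteins it gave -0.0481 (camera adjusted p = 0.0207, and adjusted p = 0.199 with an estimated correlation), which was not called without the first LPS array (-0.06) or without the second LPS+M array (-0.08), and the median was -0.09 without the first menthol array and -0.08 without the first LPS+M array. For the genes that the study chose on these arrays it gave -0.44 (camera adjusted p = 4.56e-05, and adjusted p = 0.0604 with an estimated correlation), with 1 of 13 called lower and 6 lower when adjusted over the list alone. As the study chose these genes for being higher with LPS and lower in LPS+M, a value below 0 follows in part from that choice and is no independent evidence. Genes of cholesterol synthesis and uptake, which the paper does not discuss, were lower with menthol at medians of -0.56 without LPS (camera adjusted p = 1.47e-12) and -0.50 with LPS (camera adjusted p = 8.19e-11), and 8 and 7 of 20 fell and none rose. Genes of ribosome biogenesis, which the paper does not discuss, had medians of -0.15 without LPS (camera adjusted p = 9.24e-06) and -0.24 with LPS (camera adjusted p = 3.31e-07), and none of 25 was called alone.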

How the results depend on the processing

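No alternative was chosen after the results were seen. Counts of changed genes are given for M with control, LPS with control, LPS with M, LPS+M with LPS, LPS+M with M and LPS+M with control, in this order, and were 405, 546, 1006, 598, 371 and 876. With no fold minimum they were 1934, 1935, 3450, 2560, 1268 and 3085, and with a 2-fold minimum 85, 184, 329, 136, 136 and 268, as another minimum on the same adjusted p must give more or fewer. With the methods' t-test at an unadjusted p under 0.05 and a fold of at least 1.5 they were 254, 349, 640, 288, 217 and 503. With the Benjamini-Hochberg adjusted p of that t-test each count was 0. With the mean of all probe sets of a gene, the counts were 253 for M with control, 663 for LPS with M, 371 for LPS+M with LPS and 581 for LPS+M with control. When every probe set was tested by itself, 925 genes had a called probe set for LPS+M with LPS. For these settings other than the fold minimums, the cause was not tested. These counts were within 1.5 times the counts above with the other filters, quantile normalization, a shift of each array to the same median, limma with an unadjusted p, trended and robust eBayes and a fit of only the compared groups. The shift changed the split in M compared to control from 268 higher and 137 lower to 213 higher and 186 lower.

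The interaction count of 21 was 1 with no filter, 13 with a filter at the median of all probe sets, 2 with every probe set tested by itself, 124 with an unadjusted p under 0.05, 45 with trended and robust eBayes and 11 with a 2-fold minimum, and the cause was not tested. The 63 genes higher with LPS and lower with LPS+M were 29 with the methods' t-test, 0 with its adjusted p, 274 with no fold minimum and 20 with a 2-fold minimum. The 65 genes changed in the same direction in M and in LPS compared to control were 28, 0, 416 and 8 in the same settings. The cause was not tested for the t-test. Of the list tests, 53 of the main analysis passed and 31 passed with an estimated correlation. A correlation above the preset 0.01 is not the whole cause, since camera adjusted p also rose where the estimate lay below it. For genes of DNA replication and S phase in the interaction, it rose from 0.000329 to 0.0604 at an estimate of 8.49e-05. For the Toll-like receptor pathway in LPS compared to control, it rose from 0.0145 to 0.0896 at -0.027. The rest of the cause was not tested. Of 13 genes that the study names, 10 were called as the study states and 5 with the methods' t-test, for which the cause was not tested. This t-test was run on 1 probe set for each gene, so it does not repeat the study's own test of probe sets.

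Leaving out 1 array gave counts of 367 to 408, 514 to 630, 980 to 1118, 575 to 708, 330 to 428 and 867 to 971 for the 6 comparisons. It gave 2 to 40 for the interaction: 4 without the first control array, 13 without the second, 5 without the first menthol array, 2 without the second, 4 without the first LPS+M array and 40 without the second. It gave 60 to 70 genes higher with LPS and lower with LPS+M, 53 to 65 genes shared by M and LPS, 50 to 57 list tests and 8 to 10 genes that the study names. The lone array of a group is then assumed to vary like the arrays of the other groups. Among the 166 values of single genes in the text, leaving out an array ended a call 28 times, made a new call 3 times and changed no call 1297 times. The methods' t-test ended 33 of these calls: Csf1, Cxcl2, Dusp1, Fas, Il18rap, Il1b, Klf2, Mef2c, Relb, Slc7a11 and St6gal1 in LPS compared to control, Bcl3, Ccl2, Ccl4, Cmpk2, Csf1, Cxcl10, Gbp2b, Il1b, Map3k8, Nfkbia, Osm, St6gal1, Tnfaip3 and Traf6 in LPS+M compared to LPS, Acod1, Ccl3, Cx3cr1, Gpr18, Klf2, Rsad2 and Tlr1 in M compared to control, and Tlr1 in LPS+M compared to M. The mean of all probe sets ended 17 (and made 1), no filter 7, quantile normalization 3, the shift 2 and a fit of only the compared groups 1. Of the 134 of these values that were called, 27 were smaller by over 1.5 times with the mean of all probe sets, and the cause was not tested. Of the 53 list results in the text, an estimated correlation ended 18 calls, leaving out an array ended 5 and made 8, no filter ended 1 and made 2, a filter at the median of all probe sets and the mean of all probe sets each ended 1 and made 1, and quantile normalization, the shift and trended and robust eBayes made 1 each. With no filter, members with a low signal enter the lists, and called medians were nearer 0: -0.01 in place of -0.32 for chemokines in M compared to control, -0.15 in place of -0.63 for chemokines and -0.36 in place of -0.61 for interferon-stimulated genes in LPS+M compared to LPS, and 0.42 in place of 0.81 for chemokines, 0.36 in place of 0.67 for interferon-stimulated genes and 0.18 in place of 1.03 for genes of prostaglandin, nitric oxide and superoxide in LPS compared to control. No result changed to a call in the opposite direction under any of these alternatives.

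The replicate numbers do not pair the arrays across groups: differences between the replicates correlated across genes at -0.121 to 0.186 between groups. With the replicate number as a block, the replicate block gave 408, 549 and 1010 genes for M with control, LPS with control and LPS with M. In LPS+M compared to LPS it ended the call of Csf1 (adjusted p = 0.0517) and made a call of the inflammatory cytokine genes (adjusted p = 0.0489), and it changed no other call of a single gene or list in the text. Low signal over background limits what these arrays can show: genes with a mean under 4.84 were not tested in the main analysis, and Il6 lay at the 26.4th percentile of all probe sets. For a transcript near background the size of a fold change is limited by the background: 24 values of single genes compare a group with a mean under 4.84, those of Acod1, Cd83, Csf1, Gbp2b, Gbp6, Gbp7, Gpr18, Ifit1, Il1b, Il6, Klf2, Pstpip2, Tnfaip3 and Traf1.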

Differences from the paper's values

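The paper states that approximately 30% of the DEGs rose with LPS and fell with menthol in addition. The 63 such genes were 11.5% of the genes changed by LPS in either direction and 6.45% of the 977 genes changed by LPS or by LPS+M compared to LPS, and both differ from the paper's value under every alternative set before the data were examined that gave a value. Of the genes raised by LPS they were 22.3%, which is within 1.5 times the paper's value, also under every such alternative except the methods' t-test with an unadjusted p (14.1%) and the 2-fold minimum (15.9%). The paper does not give the number of genes behind its share.

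Fig. 5B shows about 4 genes higher in both M compared to control and LPS compared to M, read by eye, where 11 were found. Only the methods' t-test at an unadjusted p under 0.05 gave a count within 1.5 times the paper's, 3, and all other alternatives set before the data were examined that gave a value differ. Fig. 5B shows about 100 genes lower in both LPS compared to control and LPS compared to M, read by eye, where 161 were found. The count was within 1.5 times the paper's with no filter (147), with the mean of all probe sets (113), after quantile normalization (135), with the methods' t-test (71), without the first control array (140) and without the second control array (143), and it was not with the other alternatives. The paper's thresholds are a fold change above 1.5 and a p-value under 0.05 with no adjustment named, and the main counts use an adjusted p.

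Of the genes the paper names as upregulated or downregulated in Fig. 5B and analysed here, several were not called. The groups of Fig. 5B, such as M vs LPS, are read here as the second compared to the first. The paper gives Septin11 as upregulated in LPS compared to control and to M, and it had 0.39 and 0.38 on the log2 scale. A Septin11 probe set was called when every probe set was tested by itself (0.89 and 0.99), and the gene was called with no fold minimum. The paper gives Wdr43 and Wwp1 as downregulated in M, and they had -0.11 and -0.31. Both were called when every probe set was tested by itself (-0.59 and -0.85), and Wwp1 also with no fold minimum. Gorasp2, given as downregulated in LPS compared to M, had -0.20, and it was called when every probe set was tested by itself (-0.61) and with no fold minimum. Zfp408, given as downregulated in LPS, had 0.12 and was called under no alternative. Fig. 5B prints Zfp608 instead, which fell by 1.00 and was called lower, as in the figure, except with no filter, without the first control array (-0.97), without the second control array (-1.04) and without the second LPS array (-0.91). Trem1, Tes, Cd52, Cd40, Mrpl52, Riok3, Xylt2, Ypel3, Zdhhc14, Gcnt1 and Mier3 were called in the direction the paper gives.

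The paper names Ccl9, Ccl12 and Cxcl2 among the genes raised by LPS and lowered in LPS+M. Ccl9 had 0.51 with LPS, called when every probe set was tested by itself (0.66) and with no fold minimum, and -0.15 in LPS+M, called under no alternative. Ccl12 had 0.42 with LPS and was called with no fold minimum. Cxcl2 had -0.10 in LPS+M and was called under no alternative. Ccl2, Ccl3, Ccl4, Ccl5, Cxcl10, Nfkbia, Tlr1, Tnfaip3, Ifit1 and Rsad2 were called in both directions the paper gives. The paper gives raised gene expression of Il6 and NF-κB with LPS. Il6 had 0.22 and Rela 0.13, each called under no alternative, whereas Nfkb2 and Relb were called higher. From the arrays and cytokine measurements it gives lower TNF-α and IL-6 with menthol after LPS. On the arrays Tnf had -0.33 and was called with no fold minimum, and Il6 had -0.20 and was called under no alternative. Tnf and Il1b with LPS, and Il1b with no filter in LPS+M, changed in the direction the paper gives.

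Fig. 7A shows further genes as raised by LPS and lowered by menthol. Gbp2, Marco, Fabp4, Ptger4 and Irak3 were called in both directions as in the figure. With the mean of all probe sets, Fabp4 was called in neither direction and Irak3 was not called in LPS+M. Mef2c had -1.22 and Ptpn22 -0.32 in LPS compared to control, opposite to the figure, and the former was called lower, though not with the methods' t-test (unadjusted p = 0.133) or without the first control array (-1.05). Cd47 had 0.42 with LPS and 0.12 in LPS+M, and was called as in the figure when every probe set was tested by itself (0.77 and -0.71), and with LPS also with no fold minimum. Its value in LPS+M was 0.23 without the first LPS array and 0.008 without the second, and its lowest value under the alternatives was -0.27. Clec4a2 had 0.45 with LPS and was called with no fold minimum and without the second control array (0.60). Gbp6 had 0.27 with LPS and -0.20 in LPS+M and was called under no alternative. These values were 0.45 and -0.39 without the first LPS array, and 0.08 and -0.01 without the second. Casp1, Pik3ap1 and Stap1 in LPS+M were called only with no fold minimum, and Cybb, at -0.18, under no alternative. Ifih1 had -0.48 in LPS+M and was called with no fold minimum and without the second LPS+M array (-0.66), while it had -0.30 without the first LPS+M array. Mef2c had -0.38 in LPS+M and was called when every probe set was tested by itself (-1.03), with the mean of all probe sets (-0.83) and without the second LPS array (-0.74), while it had -0.03 without the first LPS array.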

Other observations

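All values in this part are reported without a test of an explanation.

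Menthol changed many genes alike without and with LPS. Of 268 genes higher in M compared to control, 185 were also higher in LPS+M compared to LPS, and of 137 lower genes 90 were also lower, where independent lists would share 11.3 and 3.41. These comparisons share no arrays. In each of the opposite directions 1 gene was shared. The log2 fold changes correlated across genes at r = 0.784, and at 0.00263 in simulated data without effect. The fold changes of LPS without menthol and with it correlated at r = 0.824, and 181 of 282 higher and 105 of 264 lower genes were shared. Genes are not independent replicates.

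Among genes of cholesterol synthesis and uptake, Idi1 fell by 1.21 ± 0.07 without LPS and fell by 1.29 ± 0.07 with LPS. Of 6 targets of LXR, 2 rose and none fell in M compared to control, also when adjusted over the list alone, at a median of 0.22 (camera adjusted p = 0.174), and of -0.0001 with no filter. The cholesterol exporter gene Abca1 rose by 1.72 ± 0.09 in M and by 1.54 ± 0.09 in LPS+M compared to LPS, and with the mean of its probe sets the former was 0.63 and called and the latter 0.56 and not called. Of 24 autophagy genes, 4 rose and none fell in M compared to control, also when adjusted over the list alone, at a median of 0.25 (camera adjusted p = 0.00381, and adjusted p = 0.1 with an estimated correlation). In LPS+M compared to LPS 3 rose and 1 fell, at a median of 0.29 (camera adjusted p = 0.00759, and adjusted p = 0.0976 with an estimated correlation). Wipi2, a protein of the early autophagosome, rose by 1.22 ± 0.09 and by 1.23 ± 0.09, and neither was called with the mean of its probe sets (0.49 and 0.45). With the mean of all probe sets the autophagy medians were 0.13 and 0.15, both called.

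Of 16 targets of NRF2, 4 rose in M, 5 rose in LPS, both compared to control, and 3 rose in LPS+M compared to LPS, and none fell, with the same counts when adjusted over the list alone. Their medians were 0.15 (camera adjusted p = 0.0084, and adjusted p = 0.256 with an estimated correlation), 0.20 (camera adjusted p = 9.03e-06, and adjusted p = 0.0732 with an estimated correlation) and 0.0084 (camera adjusted p = 0.355). The last median ranged from -0.02 to 0.05 under the alternatives. In LPS compared to control, genes of DNA replication and S phase had a median of -0.45 (camera adjusted p = 4.22e-12), those of mitosis and G2/M -0.23 (camera adjusted p = 1.91e-06) and those of ribosome biogenesis 0.23 (camera adjusted p = 2.8e-07). Genes of the integrated stress response had -0.06 (camera adjusted p = 0.272), with 3 of 15 lower and none higher.

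Of 6 genes of menthol-gated and related TRP channels, 2 lay above the filter, too few for a list test, and neither was called in M compared to control, with Trpv2 at 0.26 and Trpm2 at -0.02. Of 8 fibroblast markers and 6 epithelial markers, 0 lay above the filter, and of 9 lymphocyte markers 1 did. It was Ighm, which fell by 0.71 ± 0.07 in M compared to control and fell by 1.29 ± 0.07 in LPS+M compared to LPS, and neither was called with the mean of its probe sets (-0.13 and -0.20).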
